# Genomic and phenotypic characterization of a refactored xylose-utilizing *Saccharomyces cerevisiae* strain for lignocellulosic biofuel production

**DOI:** 10.1186/s13068-018-1269-7

**Published:** 2018-09-29

**Authors:** Phuong Tran Nguyen Hoang, Ja Kyong Ko, Gyeongtaek Gong, Youngsoon Um, Sun-Mi Lee

**Keywords:** Xylose fermentation, Cofermentation, CRISPR–Cas9, Evolutionary engineering, Gene expression landscape

## Abstract

**Background:**

Engineered strains of *Saccharomyces cerevisiae* have significantly improved the prospects of biorefinery by improving the bioconversion yields in lignocellulosic bioethanol production and expanding the product profiles to include advanced biofuels and chemicals. However, the lignocellulosic biorefinery concept has not been fully applied using engineered strains in which either xylose utilization or advanced biofuel/chemical production pathways have been upgraded separately. Specifically, high-performance xylose-fermenting strains have rarely been employed as advanced biofuel and chemical production platforms and require further engineering to expand their product profiles.

**Results:**

In this study, we refactored a high-performance xylose-fermenting *S. cerevisiae* that could potentially serve as a platform strain for advanced biofuels and biochemical production. Through combinatorial CRISPR–Cas9-mediated rational and evolutionary engineering, we obtained a newly refactored isomerase-based xylose-fermenting strain, XUSE, that demonstrated efficient conversion of xylose into ethanol with a high yield of 0.43 g/g. In addition, XUSE exhibited the simultaneous fermentation of glucose and xylose with negligible glucose inhibition, indicating the potential of this isomerase-based xylose-utilizing strain for lignocellulosic biorefinery. The genomic and transcriptomic analysis of XUSE revealed beneficial mutations and changes in gene expression that are responsible for the enhanced xylose fermentation performance of XUSE.

**Conclusions:**

In this study, we developed a high-performance xylose-fermenting *S. cerevisiae* strain, XUSE, with high ethanol yield and negligible glucose inhibition. Understanding the genomic and transcriptomic characteristics of XUSE revealed isomerase-based engineering strategies for improved xylose fermentation in *S. cerevisiae*. With high xylose fermentation performance and room for further engineering, XUSE could serve as a promising platform strain for lignocellulosic biorefinery.

**Electronic supplementary material:**

The online version of this article (10.1186/s13068-018-1269-7) contains supplementary material, which is available to authorized users.

## Background

The development of xylose-utilizing strains of *Saccharomyces cerevisiae* has improved the prospects of lignocellulosic biorefinery, enabling the creation of full-scale second-generation bioethanol production plants worldwide [1]. However, the main product of xylose-fermenting *S. cerevisiae* strains is generally limited to bioethanol, and further strain engineering is required to expand the product profiles of lignocellulosic biorefinery to include advanced biofuels and chemicals [2]. The primary advantage of using xylose-fermenting strains in lignocellulosic biorefinery is the improvement in the overall bioconversion efficiency [3]. In addition, the unique metabolic characteristics during xylose fermentation, different from those of glucose fermentation, could also place xylose-fermenting strains in a more favorable position for the shift in products from ethanol to advanced biofuels and chemicals. Specifically, the limited accessibility of acetyl-CoA, a central branch point in biosynthetic pathways for advanced biofuels and chemicals, could be resolved in xylose-fermenting strains [2]. Among the engineered strains of *S. cerevisiae*, strains harboring a redox-neutral xylose isomerase-based pathway seem to have a particular advantage over oxidoreductase-based strains, since they introduce no burden in terms of intensive cofactor requirements in the biosynthetic pathways for advanced biofuels and chemicals [4, 5]. Expanding the product profiles of xylose-fermenting *S. cerevisiae*, however, has not been fully explored until recently, since strain engineering has mainly focused on the improvement of xylose fermentation and glucose/xylose cofermentation efficiency [6]. Only a few xylose-fermenting strains have been reported to produce advanced biofuels and chemicals, such as 1-hexadecanol, lactic acid, 2,3-butanediol, and isobutanol, with limited success obtained by introducing the respective synthetic pathways into ordinary xylose-fermenting *S. cerevisiae* strains [7–11]. With recent strain engineering efforts, the xylose fermentation and glucose/xylose cofermentation performance of engineered strains have been greatly improved [6]. However, these high-performance strains, generally developed through plasmid-based integration using auxotrophic markers followed by evolutionary engineering, have rarely been engineered as hosts for advanced biofuel and chemical production [12–15]. The recent development of a refactored oxidoreductase pathway-based xylose-fermenting *S. cerevisiae* strain using the markerless genome-editing tool CRISPR–Cas9 has enabled the development of high-performance xylose-fermenting *S. cerevisiae* producing advanced biofuels and chemicals [16].

In this study, we developed a high-performance xylose-fermenting *S. cerevisiae* strain as a potential production host for advanced biofuels and biochemicals. The introduction of isomerase-based xylose catabolic pathway genes into the *gre3* and *pho13* loci using a markerless genome-editing tool, the CRISPR–Cas9 system, and subsequent evolutionary engineering generated a high-performance xylose-fermenting *S. cerevisiae*, XUSE. The xylose fermentation performance of XUSE was comparable to that of SXA-R2P-E, a representative high-performance xylose-fermenting *S. cerevisiae* strain reported previously [15], and XUSE exhibited adequate cofermentation of glucose and xylose with negligible glucose inhibition. The genomic and transcriptomic analysis of XUSE revealed isomerase-based pathway-specific engineering strategies that could enable further improvement in xylose fermentation performance in terms of ethanol titer, yield and productivity. Consequently, this study provides a promising platform strain of *S. cerevisiae* for advanced biofuel and chemical production from lignocellulosic biomass and offers xylose isomerase pathway-specific engineering strategies for maximizing the xylose fermentation performance of *S. cerevisiae*.

## Results and discussion

### Development of an efficient xylose-fermenting strain of XUSE

To develop a high-performance xylose-utilizing strain, we sought to refactor one of the best xylose-utilizing strains, SXA-R2P-E [15], using the CRISPR–Cas9 system. To this end, a rationally engineered strain of *S. cerevisiae* was constructed based on the genetic background of SXA-R2P-E (Δ*gre3*, Δ*pho13*, *URA::GPDp*-xylA*3-*CYC1t*-*TEFp*-*XKS1*-*CYC1t*, *Leu::GPDp*-xylA*3-*RPM1t*-*TEFp*-*tal1*-*CYC1t*) [15]. Specifically, xylose isomerase mutant (xylA*3) and xylulokinase (*XKS1*) genes were integrated into the *gre3* loci, and then, an additional copy of the xylose isomerase mutant and transaldolase (*TAL1*) genes was integrated into *pho13* loci to simultaneously integrate and delete the chosen target genes. The rationally engineered strain was then further improved by evolutionary engineering, generating an efficient xylose-fermenting strain of *S. cerevisiae*, XUSE, through combinatorial engineering. XUSE efficiently converted xylose to ethanol, demonstrating comparable xylose fermentation performance to that of SXA-R2P-E (Fig. 1). During 72 h of fermentation, XUSE completely utilized 20 g/L xylose and produced ethanol with a yield of 0.43 g ethanol/g xylose. Interestingly, XUSE generated less cell biomass and produced more ethanol than SXA-R2P-E during low-cell-density fermentation with an initial OD of 0.2, resulting in a slightly higher ethanol yield (0.43 g/g vs 0.4 g/g). This result suggests that the XUSE strain distributes its carbon source more efficiently to ethanol production rather than to cell growth, which would be a beneficial feature in a production host. Similar to SXA-R2P-E, XUSE demonstrated xylose-fermenting performance competitive with that of previously reported strains (Table 1), suggesting successful refactoring to produce a representative xylose-fermenting strain that can be easily engineered for advanced biofuel and biochemical production.

**Fig. 1:**
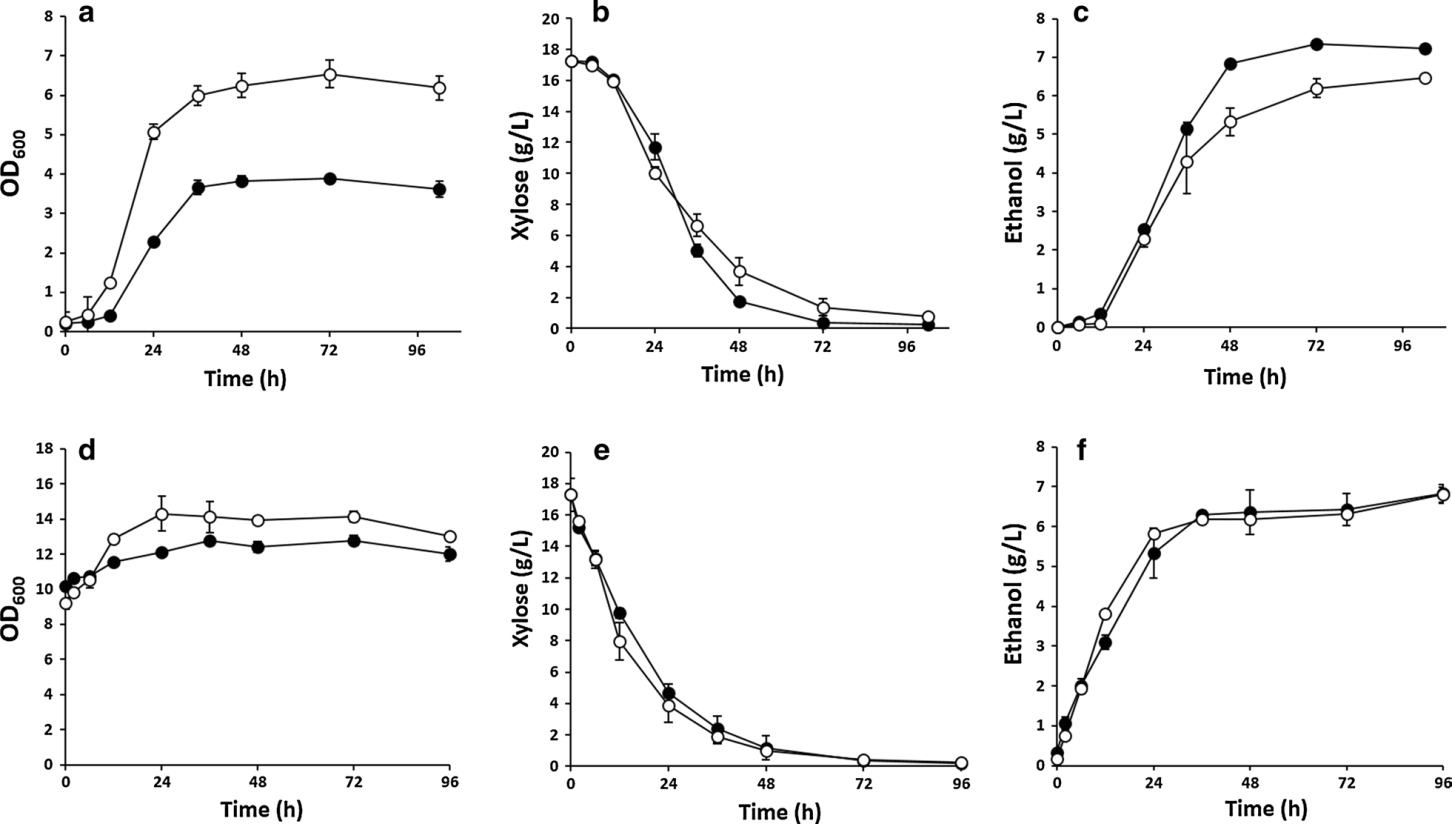
Micro-aerobic fermentation of xylose with XUSE and SXA-R2PE, one of the best xylose-fermenting strains, with an initial OD of **a**–**c** 0.2 and **d**–**f** 10. **a**, **d** Cell growth, **b**, **e** xylose utilization, **c**, **f** ethanol production. Strain identifications (XUSE: ●, SXA-R2PE: ○) are described in the text. Error bars represents standard deviation of biological triplicates

**Table 1:** Comparisons of xylose fermentation performance of the XUSE strain with those of previously reported xylose-fermenting strains

Strain	Genetic background	Fermentation condition		Ethanol yield (g/g)
XUSE (this study)	xylA3*, *TAL1*, *XKS1*, *Δgre3*, *Δpho13,* evolved	Microaerobic batch in serum bottle, synthetic medium (20 g/L xylose)	OD 0.2	0.43
			OD 2	0.45
			OD 10	0.4
SXA-R2P-E	xylA3*, *tal1*, *XKS1*, *Δgre3*, *Δpho13*, evolved	Microaerobic batch in serum bottle, synthetic medium (20 g/L xylose)	OD 0.2	0.4
			OD 2	0.4
			OD 10	0.4
		Anaerobic batch in bioreactor, synthetic medium (40 g/L xylose)		0.45 [15]
RWB217	*xylA*, *TAL1*, *TKL1*, *RPE1*, *RKI1*, *Δgre3*	Anaerobic batch in fermenter, synthetic medium (20 g/L xylose)		0.43 [14]
H131-A3-AL^CS^	*xylA*, *xyl3*, *TAL1*, *TKL1*, *RPE1*, *RKI1*, evolved	Anaerobic batch in bioreactor, synthetic medium (40 g/L xylose)		0.41 [13]
TMB 3424	*xyl1, xyl2, XKS1, TKL1, RPE1, RKI1, ∆gre3,* evolved	Anaerobic batch in bioreactor, synthetic medium (60 g/L xylose)		0.36 [12]

### Evaluation of the glucose/xylose cofermentation performance of XUSE

In addition to xylose fermentation performance, the efficient cofermentation of glucose and xylose is also important in developing production hosts for lignocellulosic biorefinery. To evaluate the cofermentation performance of XUSE, we conducted mixed-sugar fermentation of glucose and xylose with varying concentrations of glucose (Fig. 2). When 20 g/L glucose and 20 g/L xylose were supplied, XUSE produced 18.65 g/L ethanol with a yield of 0.46. XUSE exhibited a similar xylose consumption rate during cofermentation to that of SXA-R2P-E (0.2 g/L/h for XUSE vs 0.21 g/L/h for SXA-R2P-E). The total sugar and xylose consumption rates were 0.23 and 0.11 g/L/h, respectively. Interestingly, the xylose consumption rates of XUSE were not significantly affected by the presence of glucose when the glucose concentration was in the range of 0–20 g/L (Fig. 3). Moreover, XUSE simultaneously consumed both xylose and glucose throughout the fermentation process, indicating efficient cofermentation performance (Figs. 2, 3). The xylose consumption rate of XUSE was 0.22, 0.22, and 0.2 g/L/h in the presence of 0, 10, and 20 g/L glucose, respectively. Simultaneous cofermentation has rarely been reported in representative xylose-utilizing *S. cerevisiae* strains. Most xylose-utilizing strains, especially strains with an oxidoreductase pathway, tend to start utilizing xylose only after the complete utilization of glucose (Table 2). The simultaneous cofermentation of glucose and xylose by XUSE indicates the potential of isomerase-based xylose-utilizing strains for lignocellulosic biorefinery, in which the main challenge in cofermentation would not be simultaneous sugar utilization but further improvement of the xylose fermentation efficiency. Although simultaneous coutilization was still observed, the xylose utilization of XUSE was markedly inhibited when the glucose concentration was greater than 30 g/L, suggesting that glucose inhibition should also be relieved, especially at high glucose concentrations.

**Fig. 2:**
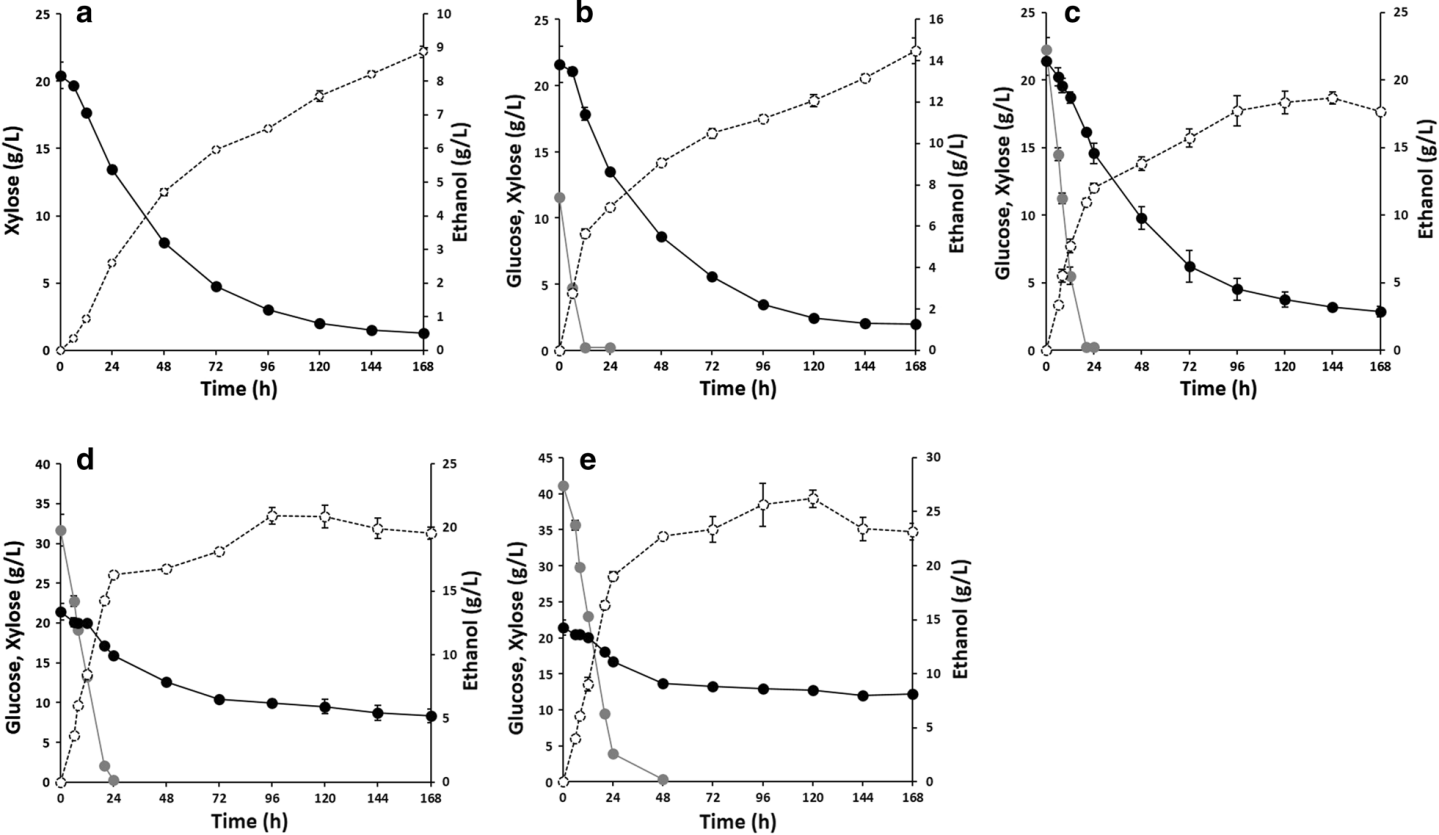
Micro-aerobic cofermentation of glucose and xylose with XUSE strain. Cofermentation was conducted with 20 g/L xylose and varying concentration of glucose (**a** 0 g/L, **b** 10 g/L, **c** 20 g/L, **d** 30 g/L, and **e** 40 g/L). Ethanol production (○, dash line) and xylose (●, solid line), glucose (  , solid line), and utilization profiles were measured during fermentation. Error bars represents standard deviation of biological triplicates

**Fig. 3:**
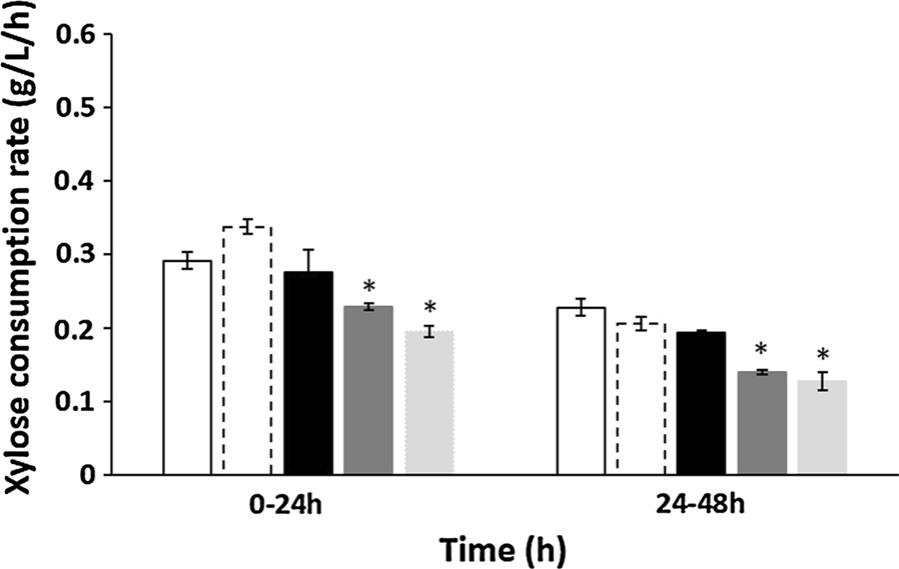
Comparison of xylose consumption rate of XUSE strain throughout glucose/xylose cofermentation with different initial glucose concentrations. Xylose–glucose concentration (g/L) was described as 20–0 (□), 20–10 (  ), 20–20 (  ), 20–30 (  ), and 20–40 (  ). *p < 0.01 vs 20–0

**Table 2:** Comparison of cofermentation performance of XUSE with those of previously reported xylose-fermenting strains

Strain	Description	Initial glucose–xylose concentration (g/L)	Cofermentation performance			Cofermentation pattern	Refs.
			Sugar consumption rate (g/g/h)	Xylose consumption rate (g/g/h)	Ethanol yield (g/g)		
XUSE	BY4741, xylA*3, TAL1, XKS1, Δgre3, *Δ*pho13, evolved	20–20	0.23	0.11	0.46	A	This study
SXA-R2P-E	BY4741, xylA*3, tal1, XKS1, Δgre3, Δpho13, evolved	20–20	0.17	0.08	0.43	A	[48]
424A (LNH-ST)	Industrial strain, *xyl1, xyl2, XKS1*	65–65	0.26	0.13	0.35	A	[49]
MEC1121	Industrial PE-2, *xyl1, xyl2, XKS1, TAL1*	17–17	0.058	0.029	0.34	A	[50]
S104-TAL	GPY55-15Bα, *xyl1, xyl2, TAL1*	53–53	0.36	0.1	0.3	A	[51]
RBW218	CEN.PK102-3A, *xylA, XKS1, TAL1, RPE1, RKI1, TKL1, ∆gre3,* evolved	20–20	0.51	0.25	0.4	B	[52]
DS68625	DSM, *xylA, XKS1, TAL1, RPE1, RKI1, TKL1, Hxt36*	30–30	0.39	0.18	0.39	B	[53]
Classic-F3	CTY brewing strain, XR, XDH, XKS1	40–40	0.028	0.014	0.38	B	[54]
BP10001	CEN.PK 113-7D, XR, XDH	10–10	0.1	0.034	0.38	B	[55]
MA-R4	IR-2, *xyl1, xyl2, XKS1*	45–45	0.11	0.055	0.38	B	[56]
TMB3400	Industrial USM21	50–50	0.37	0.19	0.36	B	[57]
F106X	YC-DM, *xyl1, xyl2, XKS1, RPE1, RKI1, TKL1, TAL1*	50–50	0.11	0.05	0.36	B	[58]
A4	Industrial strain A, *xyl1, xyl2, XKS1*	50–50	0.13	0.065	0.27	B	[59]
TMB3001	CEN.PK 133-7A, *xyl1, xyl2, XKS1*	50–50	0.11	0.037	0.23	B	[59]

Cofermentation pattern A: simultaneous cofermentation, B: sequential cofermentation

### Significant nucleotide changes derived from evolutionary engineering improved the xylose fermentation performance of the XUSE strain

To investigate whether beneficial mutations contributed to the improved xylose fermentation performance of XUSE, we conducted whole-genome sequencing analysis and identified two mutations in YGL167C (*PMR1*^*G681A*^) and YMR116C (*ASC1*^Q237*^). The mutation and deletion of *PMR1*, encoding a Golgi Ca^2+^/Mg^2+^ ATPase [17], have previously been reported to improve xylose isomerase activity and anaerobic growth on xylose [18, 19]. ASC1, which encodes the G-protein beta subunit and guanine dissociation inhibitor for Gpa2p, has been reported to be involved in the glucose-mediated signaling pathway and invasive growth in response to glucose limitation [20], but little is known about its effect on xylose fermentation. The beneficial effects of the identified mutations on xylose fermentation were then confirmed through complementation experiments (Figs. 4, 5). When the mutated genes were expressed in the respective knockout strains (P11 and P12 strains; Additional file 1: Table S1), xylose consumption and ethanol production were significantly improved, indicating that the evolutionary engineering-derived point mutations in *PMR1* and *ASC1* contributed to the improved xylose utilization in XUSE. The strains expressing *Pmr1*^*G681A*^ and *Asc1*^Q237*^ consumed 114.8% and 59.6% more xylose and produced 195.9% and 104.4% more ethanol than the strain with the respective wild-type genes (Figs. 4,  5). Interestingly, *PMR1* and *ASC1* knockout strains exhibited similar fermentation performance to the strains harboring the respective genes with identified mutations, suggesting that the given mutations lead to loss of gene function. A single amino acid change (Pmr1^G249V^) or the deletion of *PMR1* was previously reported to improve xylose utilization in *S. cerevisiae* [19]. Although the newly identified mutation in *PMR1* (Pmr1^*G681A*^) is different from the one identified in the previous study, the beneficial impact is still correlative. Although little is known about the effects of the deletion or malfunction of *ASC1* on xylose metabolism in *S. cerevisiae*, inactivation of *ASC1* was previously reported to be beneficial for the cell growth of *S. cerevisiae* under oxygen-depletion conditions [21]. In addition, Asc1p is known as a negative regulator of various metabolic and signal transduction pathways [22] and specifically represses Gcn4p. Gcn4p has been reported to be a representative transcription factor regulating the genes involved in xylose metabolism in efficient xylose-fermenting strains [23]. Therefore, *ASC1* malfunction seems to potentially improve cell growth under microaerobic fermentation conditions and enhance the expression of genes involved in xylose metabolism.

**Fig. 4:**
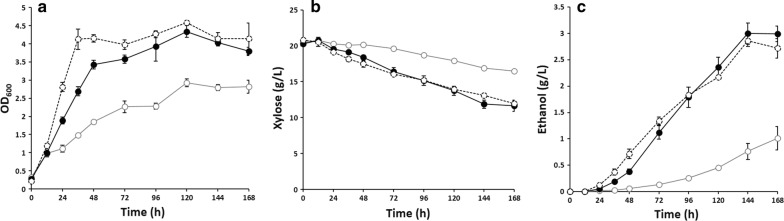
Effect of *PMR1* mutation on xylose fermentation performance. Xylose fermentation was conducted with *PMR1* deletion strains harboring wild-type *PMR1* (○, solid line), mutated *PMR1* (●, solid line), or empty plasmid (○, dash line). **a** Cell growth, **b** xylose utilization, and **c** ethanol production

**Fig. 5:**
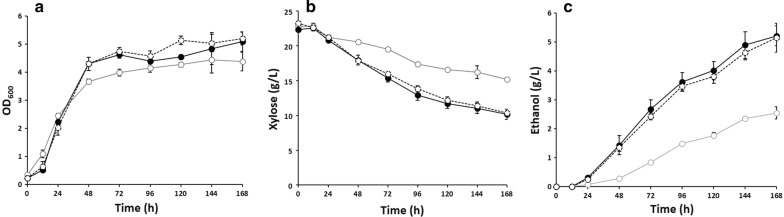
Effect of *ASC1* mutation on xylose fermentation performance. Xylose fermentation was conducted with *ASC1* deletion strains harboring wild-type *ASC1* (○, solid line), mutated *ASC1* (●, solid line), or empty plasmid (○, dash line). **a** Cell growth, **b** xylose utilization, and **c** ethanol production

### The gene expression landscape of XUSE revealed engineering strategies for enhanced xylose metabolism in *S. cerevisiae*

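The transcript profiles compared here came from 3 cultures of XUS and 3 of XUSE. XUS is the BY4741-derived strain that carries the mutant xylose isomerase gene *xylA*3 with added *XKS1* and *TAL1* at the *gre3* and *pho13* loci, and XUSE was evolved from it on xylose. Cells were grown microaerobically in medium with 20 g/L xylose and collected after 20 h, which the sample labels place in the exponential phase. Total RNA was extracted with Trizol and sequenced on an Illumina HiSeq by a commercial service. The paper names a stranded Clontech SMARTer kit for the libraries, and the labels name an mRNA kit of the same brand. The authors deposited 1 table per culture with a log2 expression value for each of 7126 features, which include protein-coding genes, tRNAs, rRNAs, small RNAs and Ty elements. The aligner, the genome build, the counting, the normalization and any added pseudocount are not stated, and read counts were not in the files analysed here. Of the features, 6163 (86.5%) were placed by name on the S288C reference R64, from which all coordinates are taken. The median log2 value was 10.179, 10.128 and 10.104 in XUS replicates 1 to 3 and 10.084, 9.949 and 10.124 in XUSE replicates 1 to 3. Totals of the unlogged values were 26060276, 27103764 and 33645404 in XUS and 37954572, 32348511 and 34261752 in XUSE, so the deposited values were not scaled to a common total. Annotated rRNA features held between 6.151% and 21.502% of the total. The number of reads per sample is not given, but the lowest unlogged values, up to 6, lay in even steps of 1.12, 1.06 and 0.79 in XUS and of 0.70, 0.72 and 0.44 in XUSE. With each step taken as 1 read and the totals taken as equal, the depth relative to XUS replicate 1 was 1.0, 1.1 and 1.4 in XUS and 1.6, 1.6 and 2.6 in XUSE. On this reading every XUSE culture was sequenced more deeply than every XUS culture. The totals were not equal, so these ratios are only approximate. Across features, Pearson's r between replicates was 0.93 to 0.955 within XUS and 0.861 to 0.932 within XUSE, and genes are not independent replicates in these coefficients. The strains were compared with limma (a linear model per feature with a moderated variance that follows the mean expression) on the log2 values as deposited, read as log2(value + 1), for the 7054 features with an unlogged value of at least 1 in at least 3 samples. On this scale a fold change understates the change of features with low values. All adjusted p-values are from this model with Benjamini-Hochberg adjustment, and a log2 fold change is XUSE minus XUS. The choices that could move a number most were the threshold with its adjustment of the p-values, the replicates included and the scaling between cultures. The scaling was left as the authors made it. Another such choice was to make no correction for feature length or for stretches of neighbouring features with a shared minimum value.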

To understand the mechanisms of the enhanced xylose metabolism of XUSE, the global transcript profiles of XUS (rationally engineered strain) and XUSE (evolved XUS strain) grown on xylose were analyzed. Compared with XUS, XUSE showed a significantly different gene expression landscapes, with 463 upregulated and 675 downregulated genes (> 2-fold). 

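With more than 2-fold change and an adjusted p-value under 0.05 from limma, 324 features were higher and 523 lower in XUSE than in XUS, of the 7054 tested. The replicate numbers in the labels are shared by the strains, so the fit was also made with the replicate number as a block, which left 274 higher and 266 lower. The pairing is taken from the labels. Deviations of the cultures from their strain means, correlated across features, had a mean r of 0.047 for cultures with the same number (0.016, -0.038 and 0.162) and of -0.024 for those with different numbers. Such deviations cancel within a strain, so the second mean is tied to the first and is no separate comparison. The check thus gave little sign of a pairing but does not exclude it. The counts depended on single cultures: leaving out XUS replicate 3 gave 42 higher and 74 lower features, whereas leaving out XUSE replicate 3 gave 464 higher and 1013 lower. Without any adjustment of the p-values, 823 features were higher and 781 lower, and with the fold change alone, which moved the number of higher features most, 1342 were higher and 887 lower. The block together with a correction for feature length, chosen after seeing the data, left 44 higher and 69 lower.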

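In glycolysis, *TDH1* (YJL052W; R64 chromosome X, 338271 to 339269), which encodes a glyceraldehyde-3-phosphate dehydrogenase, rose from 13.474 ± 0.215 in XUS to 15.668 ± 0.237 in XUSE (log2 value, SD, n = 3 each), a log2 fold change of 2.193 (standard error 0.244, adjusted p = 0.00723 from limma with Benjamini-Hochberg adjustment). The phosphofructokinase subunit gene *PFK2* (YMR205C; R64 chromosome XIII, 671887 to 674766) fell by 1.693 on the log2 scale (standard error 0.33, adjusted p = 0.0252). Its partner *PFK1* changed by -0.8 (adjusted p = 0.07), *HXK2* by -1.065 (adjusted p = 0.0577), the pyruvate kinase gene *CDC19* by -1.203 (adjusted p = 0.127) and the pyruvate dehydrogenase gene *PDA1* by -1.252 (adjusted p = 0.0648), and none of these passed the threshold although all 3 XUSE values lay below all 3 XUS values for each. *HXK1*, *TPI1* and *PDB1* changed by 0.563 (adjusted p = 0.156), 0.493 (adjusted p = 0.151) and -0.36 (adjusted p = 0.241). In glycerol metabolism, *GPP1* (YIL053W; R64 chromosome IX, 255115 to 255867) fell to a log2 fold change of -2.276 (standard error 0.369, adjusted p = 0.0157), and *DAK2* changed by 1.26 (adjusted p = 0.055). All 10 genes of the glyoxylate cycle and gluconeogenesis in a list fixed before the files were opened were lower in XUSE, with a median log2 fold change of -2.539 (camera adjusted p = 6.43e-07). Most of the 10 are listed by the paper as changed in the same strains, so this p-value cannot count as separate evidence. *CIT2*, *ACS1* and *SFC1*, which it does not list, changed by -0.941, -3.683 and -2.139. Among the 10, *ICL1* (YER065C; R64 chromosome V, 285241 to 286914), encoding isocitrate lyase, went from 13.813 ± 0.192 to 9.1 ± 0.133 (SD, n = 3), a log2 fold change of -4.713 (standard error 0.208, adjusted p = 0.000837). *PCK1* fell to -1.251 (adjusted p = 0.0163), *MDH2* to -2.148 (adjusted p = 0.0403) and *FBP1* to -2.608 (adjusted p = 0.0189). When the replicate number was a block, *PFK2*, *PCK1* and *MDH2* no longer passed (adjusted p = 0.0504, 0.0568 and 0.0537). After a correction for feature length, which was chosen after seeing the data, *PFK2* moved from -1.693 to -1.134 (adjusted p = 0.0739) and *PFK1* from -0.8 to -0.224.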

The transcriptional changes in genes involved in the central carbon metabolism are presented on the respective metabolic pathway map (Fig. 6).

**Fig. 6:**
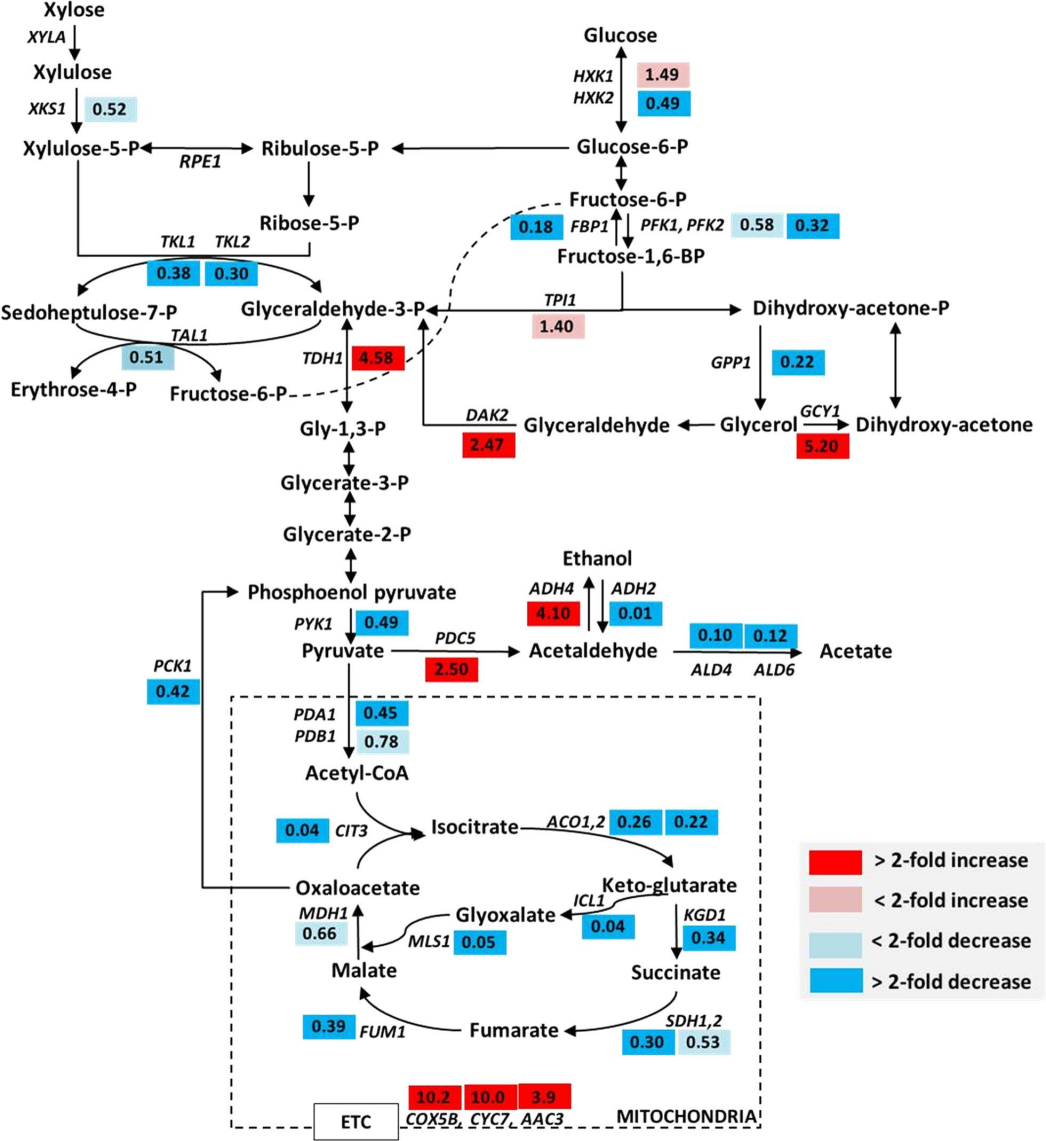
Comparison of transcription levels of the genes involved in xylose metabolic pathways and central carbon metabolism of XUSE and XUS strains. The cells were cultured in minimal medium containing 20 g/L xylose under microaerobic conditions and then collected after 20 h of cultivation. The values in the boxes indicate the fold changes of transcription levels in XUSE compared with those in XUS (*p* < 0.05). The gene names follow those in the *Saccharomyces* Genome Database (SGD; http://www.yeastgenome.org)

Upon profiling of the differentially expressed genes, we noted a general pattern: the genes involved in the nonoxidative pentose phosphate pathway, such as *TKL1*, *TKL2,* and *TAL1*, were downregulated in XUSE (Fig. 6 and Table 3). 

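The transketolase gene *TKL1* (YPR074C) lies on chromosome XVI of R64 from 692796 to 694838. Its log2 value was 13.249 ± 0.282 in XUS and 11.79 ± 0.59 in XUSE (SD, n = 3 each), a log2 fold change of -1.458 (standard error 0.357, adjusted p = 0.0467 from limma with Benjamini-Hochberg adjustment). For its paralog *TKL2* (YBR117C; R64 chromosome II, 474392 to 476437) the values were 10.794 ± 0.507 and 8.822 ± 1.102 (SD, n = 3), a change of -1.972 (standard error 0.588, adjusted p = 0.0724). *TAL1* (YLR354C), the transaldolase gene on chromosome XII of R64 from 836350 to 837357, went from 14.901 ± 0.05 to 13.804 ± 0.699 (SD, n = 3), a change of -1.097 (standard error 0.38, adjusted p = 0.102). *TAL1* has an added copy in both strains, and the files hold a single value for the gene, so the native and the added copy are not separate. For each of these genes, every XUSE culture was below every XUS culture (exact permutation test, p = 0.1, the smallest that 3 cultures against 3 allow), but of the 3 only *TKL1* passed the adjusted threshold, and the SD within XUSE was larger than within XUS. In the fit with a replicate block, a pairing that the check of the cultures neither showed nor excluded, the adjusted p was 0.0834 for *TKL1*, 0.0439 for *TKL2* and 0.118 for *TAL1*. Of the other nonoxidative PP pathway genes, *RPE1* changed by -0.964 (adjusted p = 0.214), *RKI1* by 1.253 (adjusted p = 0.195) and *NQM1* by 0.147 (adjusted p = 0.707). The set of 6 had a median of -1.03 with 4 lower and 2 higher, and as a set it was not distinguishable from the other features (camera adjusted p = 0.229). Leaving out XUSE replicate 3 moved these values most, to -1.799 for *TKL1* (adjusted p = 0.00668), -2.549 for *TKL2* (adjusted p = 0.0135) and -1.486 for *TAL1* (adjusted p = 0.00771). This was the only 1 of the 6 fits that left out 1 culture in which any of the 3 genes passed, *TKL1* included. From the lower expression of *TKL1*, *TKL2* and *TAL1*, the paper describes a general pattern of repression in the nonoxidative PP pathway and goes on to reason that evolution tuned the flux of xylose metabolism in this way.

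**Figure D1:**
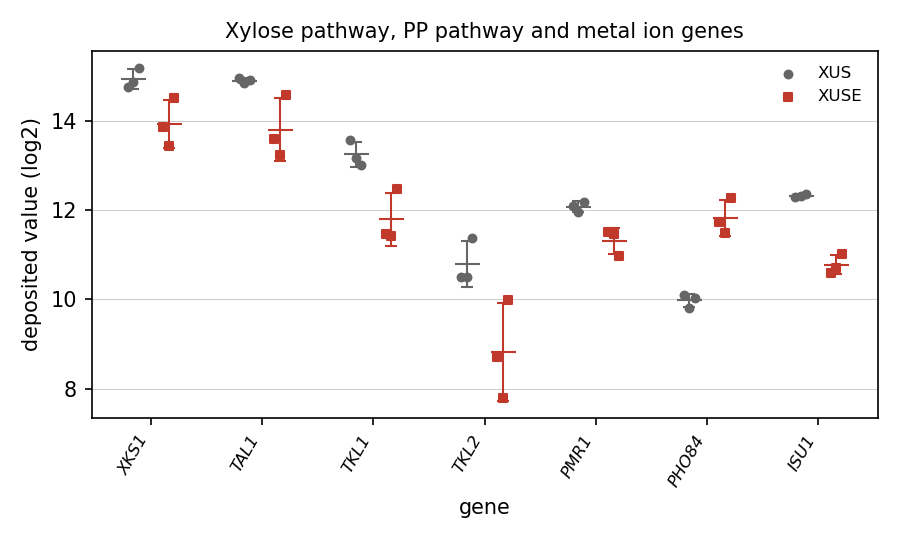
Deposited log2 values (vertical axis) of XKS1, TAL1, TKL1, TKL2, PMR1, PHO84 and ISU1 in 3 XUS cultures (grey circles) and 3 XUSE cultures (red squares), replicates 1 to 3 from left to right, with the mean (horizontal mark) and SD (error bar) of each strain. TKL2 shows the widest spread, with an SD of 1.102 in XUSE, and ISU1 the smallest in XUS, with an SD of 0.036.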

This result suggests that evolutionary engineering fine-tuned the xylose metabolic flux by repressing PP pathway enzymes and that the overexpression of PP pathway genes is not a prerequisite for improved xylose fermentation performance in *S. cerevisiae*. This result partially explains the high performance of the minimally engineered XUSE, in which the PP pathway genes are not overexpressed. 

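Among the 13 genes of the nonoxidative and oxidative PP pathway that were tested, *TKL2* had the lowest log2 fold change, -1.972 (standard error 0.588), followed by *SOL1* with -1.593 (standard error 0.204) and *TKL1* with -1.458 (standard error 0.357). The gaps between *TKL2* and *SOL1* and between *TKL2* and *TKL1* were smaller than the standard error of *TKL2*. The ratio of the mean unlogged values, XUSE over XUS, was 0.296 for *TKL2*, 0.381 for *TKL1* and 0.333 for *SOL1*. With each culture left out in turn, the log2 fold change of *TKL2* lay between -2.549 and -1.452 and passed the adjusted threshold in 1 of the 6 fits. The paper sets this decrease beside an earlier report that disrupting the gene favoured xylose fermentation.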

Of the PP pathway genes, the *TKL2* gene was most strongly downregulated in XUSE, by 3.3-fold (Table 3), and its disruption was previously verified to have a positive effect on xylose fermentation [24].

**Table 3:** Fold changes (XUS vs XUSE) in the expression of the genes involved in xylose metabolism

Gene	ORF	Fold change in expression^a^	Function	Pathway
*XKS1*	YGR194C	0.52	Xylulokinase	PP pathway
*TAL1*	YLR354C	0.51	Transaldolase	PP pathway
*TKL1*	YPR074C	0.38	Transketolase	PP pathway
*TKL2*	YBR117C	0.30	Transketolase	PP pathway
*PMR1*	YGL167C	0.59	High-affinity Ca^2+^/Mn^2+^ ATPase	Transportation of Ca^2+^ and Mn^2+^ ions into Golgi apparatus
*ISU1*	YPL135W	0.34	Iron–sulfur cluster scaffold protein	Scaffolding function during assembly of iron–sulfur cluster

^a^Fold change is the ratio of the transcription level in the evolved cells (XUSE) to that in the control cells (XUS) (*p* < 0.05)

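*ISU1* (YPL135W), a gene of 498 bp on chromosome XVI of R64 from 297553 to 298050, had a log2 value of 12.326 ± 0.036 in XUS and 10.772 ± 0.212 in XUSE (SD, n = 3 each), a log2 fold change of -1.554 (standard error 0.204, adjusted p = 0.0099 from limma with Benjamini-Hochberg adjustment). *PMR1* (YGL167C), on chromosome VII of R64 from 187616 to 190468, changed by -0.768 (standard error 0.233, adjusted p = 0.0756). For *PHO84* (YML123C), on chromosome XIII of R64 from 24037 to 25800, the change was 1.842 (standard error 0.263, adjusted p = 0.0115). In all 3 genes the XUSE cultures lay to one side of the XUS cultures, and *ISU1* and *PHO84* passed the adjusted threshold while *PMR1* did not. When each culture was left out in turn, *ISU1* passed in 3 of 6 fits, *PHO84* in 3 and *PMR1* in 1. From these genes the paper reasons that cellular metal ion concentrations were tuned during evolution.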

The genes involved in the regulation of cellular metal ion concentrations, such as *PMR1, PHO84,* and *ISU1*, showed significantly changed expression levels in XUSE (Table 3 and Additional file 2: Table S2). The downregulation of *PMR1* expression, impeding manganese ion export from the cell through the secretory pathway, corresponds to loss-of-function mutations (Fig. 4). 

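The log2 value of *PMR1*, a gene of 2853 bp, was 12.079 ± 0.114 in XUS and 11.311 ± 0.297 in XUSE (SD, n = 3 each), and its log2 fold change of -0.768 corresponds to a ratio of 0.587. The difference was larger than the SD of either strain, and each XUSE culture was below each XUS culture, with an adjusted p of 0.0756 from limma. With a block for the replicate number the adjusted p was 0.148. A per-culture correction for feature length, chosen after seeing the data, moved *PMR1* most of all alternatives, to -0.216 (adjusted p = 0.531). The paper reads the lower expression as acting in the same direction as the loss-of-function mutations in the gene.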

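*PHO84* rose from 9.979 ± 0.151 in XUS to 11.821 ± 0.399 in XUSE (log2 value, SD, n = 3 each), by more than the spread of the replicates. The ratio of the mean unlogged values was 3.67, and the fold change from the log2 scale was 3.59. Its log2 fold change of 1.842 moved furthest when the 10 highest features were left out and the remaining totals made equal, an alternative chosen after seeing the data, to 1.555 (adjusted p = 0.0171). In the block fit the adjusted p was 0.0427. The paper proposes that manganese taken up by this transporter becomes available to enzymes that need it, among them xylose isomerase.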

In contrast, *PHO84,* which encodes an inorganic phosphate transporter with a major role in manganese homeostasis [25], was upregulated by 3.7-fold in XUSE (Additional file 2: Table S2). Therefore, manganese ions accumulated in the cells via this transporter could be more easily incorporated into manganese-requiring enzymes such as xylose isomerase [25]. In addition to manganese ions, the increased cellular iron cation concentration resulting from *ISU1* downregulation (0.34-fold, *p *< 0.05) could also increase xylose isomerase activity and other cellular processes beneficial for xylose metabolism [26]. 

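The decrease of *ISU1* was seen in every XUSE culture, with log2 values of 10.6, 10.7 and 11.01 against 12.3, 12.31 and 12.37 in XUS. The fold change was 0.341 on the log2 scale and 0.343 as the ratio of the mean unlogged values. With each culture left out in turn the log2 fold change stayed between -1.673 and -1.469, and the length correction, chosen after seeing the data, gave -1.921 (adjusted p = 0.0075). Cellular iron was not measured in the transcript data. The paper attributes increased cellular iron to lower *ISU1* expression and proposes that this could raise xylose isomerase activity.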

Although iron cations are not preferred by xylose isomerase, they play essential roles as cofactors for several cellular processes and have been reported to boost *xylA* activity [26, 27]. Specifically, Santos et al. [26] found that inactivation of the *ISU1* gene, which encodes a scaffold protein involved in the assembly of iron–sulfur clusters, occurred during adaptive evolution and improved xylose fermentation efficiency. Therefore, the fine-tuned cellular metal ion concentrations in XUSE could have led to improved xylose fermentation performance by boosting *xylA* activity and other cellular processes (Table 3).

Through evolutionary engineering, the transcriptomic landscape of hexose transporters (*HXT1*–*17* and *GAL2*) was changed to significantly increase *HXT14* expression and to greatly decrease the expression of *HXT2* and *HXT4* (Fig. 7a). 

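*HXT14* (YNL318C), a gene on chromosome XIV of R64 from 38707 to 40329, had the lowest value of the transporters in XUS, 2.612 ± 0.304, and 6.633 ± 0.175 in XUSE (log2 value, SD, n = 3 each), a log2 fold change of 4.021 (standard error 0.344, adjusted p = 0.00375 from limma with Benjamini-Hochberg adjustment). The XUS values are only a few steps of the size read as 1 read, so the size of this rise rests on few reads in XUS. *HXT2* (YMR011W), on chromosome XIII of R64 from 288079 to 289704, went from 14.815 ± 0.024 to 11.425 ± 0.524 (SD, n = 3), a change of -3.389 (standard error 0.31, adjusted p = 0.00443). For *HXT4* (YHR092C), on chromosome VIII of R64 from 287081 to 288811, the values were 11.508 ± 0.028 and 8.378 ± 0.518 (SD, n = 3), a change of -3.13 (standard error 0.291, adjusted p = 0.00463). All 3 genes passed the threshold in each of the 6 fits that left out 1 culture, and with the replicate number as a block the adjusted p was 0.0352, 0.0321 and 0.0321. *HXT12* was not among the tested features, and of the 17 transporters tested, 8 were higher and 9 lower in XUSE with a median of -0.093 (camera adjusted p = 0.992). The most highly expressed, *HXT6* and *HXT7*, are near-identical copies whose reads the counting could have split, and they changed by -0.424 and -0.533 (adjusted p = 0.625 and 0.556). *HXT13*, *HXT15*, *HXT16* and *HXT17*, also close copies of each other, changed by -0.284, 0.193, 0.25 and -0.356, and *HXT3*, *HXT5* and *HXT11* by -0.093, -0.675 and -0.473, none with an adjusted p under 0.05. Quantile normalization moved *HXT14* most, to 3.182 (adjusted p = 0.00648), whereas *HXT2* and *HXT4* moved most, to -4.183 and -4.019, when the minimum value of neighbouring features was subtracted, an alternative chosen after seeing the data. The paper takes these shifts as a changed landscape of hexose transporters that arose in evolution on xylose.

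**Figure D2:**
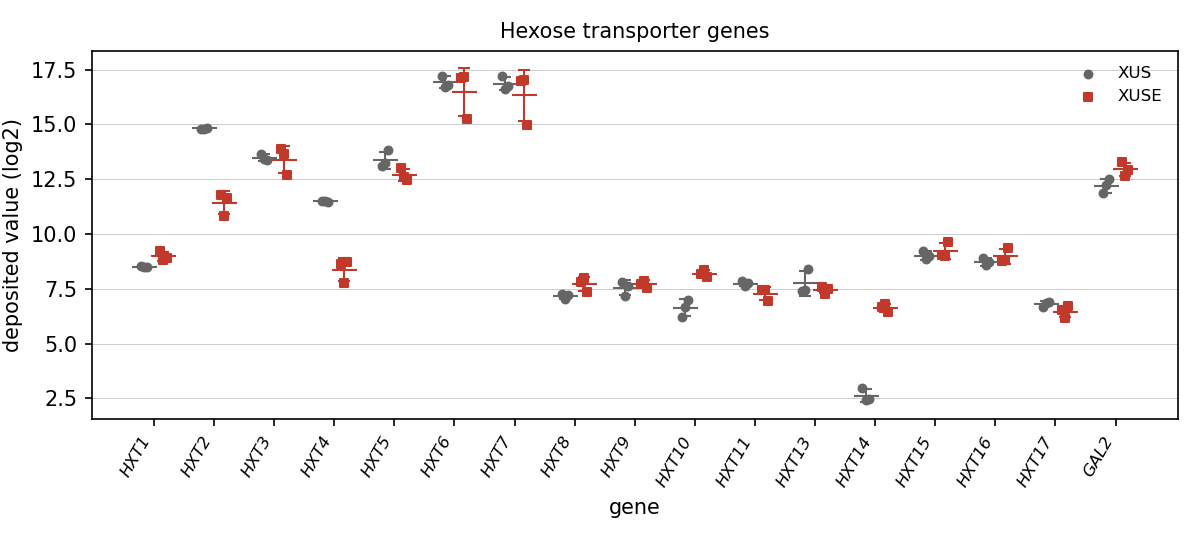
Deposited log2 values (vertical axis) of 16 HXT genes and GAL2 in 3 XUS cultures (grey circles) and 3 XUSE cultures (red squares), replicates 1 to 3 from left to right, with the mean (horizontal mark) and SD (error bar) of each strain. HXT14 rises from a mean of 2.612 to 6.633, and HXT2 and HXT4 fall from 14.815 to 11.425 and from 11.508 to 8.378.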

In accordance with *HXT14*, whose expression was increased exceptionally by 16-fold, the transcription of *HXT10*, *GAL2*, *HXT8*, *HXT1*, and *HXT9* increased by 2.9-, 1.7-, 1.5-, 1.4-, and 1.1-fold, respectively. 

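*HXT10* (YFL011W; R64 chromosome VI, 112345 to 113985) rose from 6.633 ± 0.384 to 8.19 ± 0.147 (log2 value, SD, n = 3 each), a log2 fold change of 1.557 (standard error 0.259, adjusted p = 0.017 from limma with Benjamini-Hochberg adjustment). *GAL2* (YLR081W; R64 chromosome XII, 290212 to 291936) changed by 0.758 (standard error 0.281, adjusted p = 0.116), *HXT8* (YJL214W; R64 chromosome X, 26887 to 28596) by 0.553 (standard error 0.235, adjusted p = 0.155), *HXT1* (YHR094C; R64 chromosome VIII, 290913 to 292625) by 0.469 (standard error 0.187, adjusted p = 0.137) and *HXT9* (YJL219W; R64 chromosome X, 19497 to 21200) by 0.167 (standard error 0.246, adjusted p = 0.664). In *GAL2*, *HXT8* and *HXT1* each XUSE culture lay above each XUS culture, and in *HXT9* the strains overlapped. *HXT10* had an adjusted p of 0.0505 when the replicate number was a block. As ratios of the mean unlogged values the changes were 16.1 for *HXT14*, 2.88 for *HXT10*, 1.69 for *GAL2*, 1.49 for *HXT8*, 1.39 for *HXT1* and 1.11 for *HXT9*. These ratios were taken on value + 1, without removing the 1, so the ratio of *HXT14*, whose XUS values are low, understates its change. The value of *GAL2* depended on its surroundings, since the lowest value among its neighbours on the same strand came to at least 25% of the *GAL2* value in all 6 cultures. Subtracting that minimum, an alternative chosen after seeing the data, moved *GAL2* to -0.145 (adjusted p = 0.845) and *HXT1* to 0.066 (adjusted p = 0.886). The paper groups these transporters with *HXT14* and relates them to xylose-preferring transporters by a sequence motif.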

Interestingly, these hexose transporters have previously been shown to be more closely related to xylose-preferred sugar transporters based on evolutionary distances in terms of the G-G/F-XXXG motif among native sugar transporters of *S. cerevisiae* [28]. In contrast, the most downregulated *HXT2* and *HXT4* are known to be glucose-preferring hexose transporters with longer evolutionary distances in terms of the G-G/F-XXXG motif [28]. These changes in the transcriptomic profiles of sugar transporters could partially explain the improved xylose fermentation performance with the simultaneous cofermentation of glucose and xylose by XUSE. Until recently, studies have focused on the engineering of *HXT1*–*HXT7* to boost the efficiency of xylose utilization [6, 29]. The transcriptome profiles of XUSE and recent reports on the beneficial roles of HXT11 [30] and HXT14 [31] in improving xylose fermentation performance, however, suggest the need to engineer underexplored sugar transporters to develop xylose-utilizing *S. cerevisiae* at more advanced levels.

**Fig. 7:**
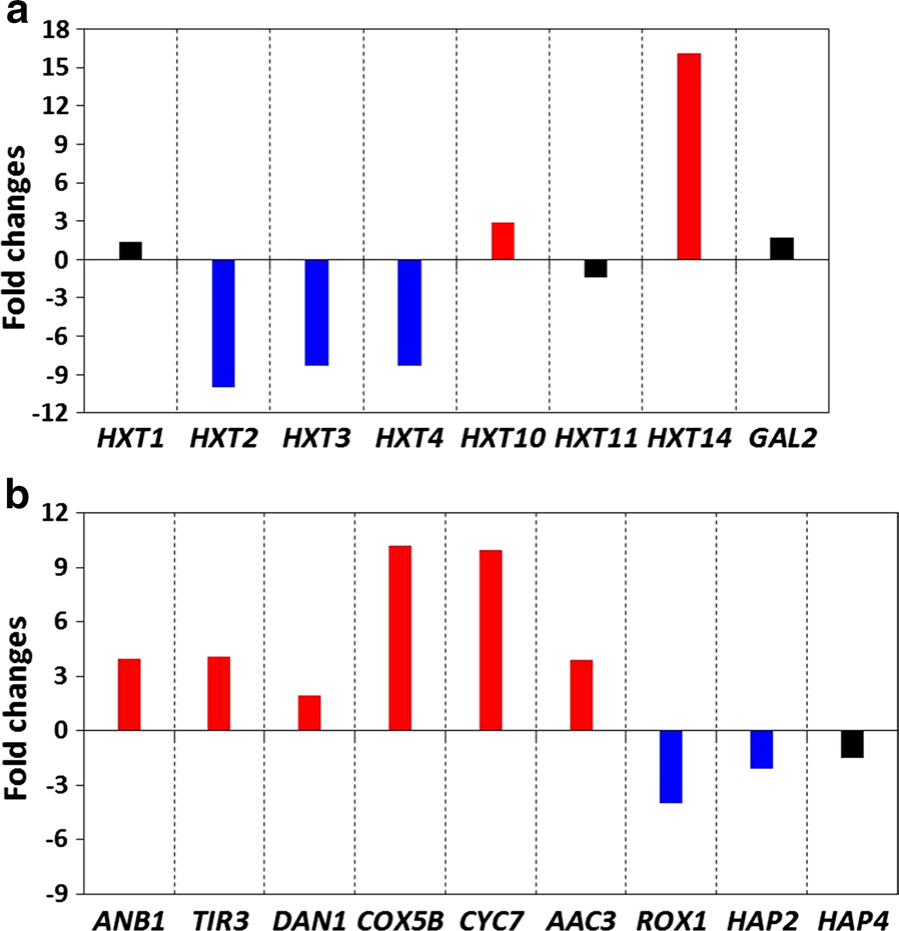
Fold changes (*p* < 0.05) in the expression of **a** sugar transporters and **b** hypoxic genes (*ANB1*, *TIR3*, *DAN1*, *COX5B*, *CYC7*, and *AAC3*) and their transcriptional repressors *(ROX1, HAP2,* and *HAP4*) in XUSE compared with expression in the XUS strain

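*COX5B* (YIL111W; R64 chromosome IX, 155222 to 155765) had the largest increase of these genes, with a log2 fold change of 3.332 (standard error 0.22, adjusted p = 0.0019 from limma with Benjamini-Hochberg adjustment), and *CYC7* (YEL039C; R64 chromosome V, 79636 to 79977) changed by 3.217 (standard error 0.376, adjusted p = 0.00797). *AAC3* (YBR085W; R64 chromosome II, 415983 to 416906) rose from 4.715 ± 0.28 to 6.658 ± 0.396 (log2 value, SD, n = 3 each), a change of 1.943 (standard error 0.326, adjusted p = 0.0173), and *TIR3* (YIL011W; R64 chromosome IX, 333727 to 334536) from 5.93 ± 0.366 to 7.947 ± 0.445 (SD, n = 3), a change of 2.017 (standard error 0.327, adjusted p = 0.0157). Each of these genes was higher in every XUSE culture than in any XUS culture. *DAN1*, also shown in Fig. 7b, changed by 0.957 (adjusted p = 0.107). For *TIR3* the adjusted p became 0.0505 when the replicate number was a block. In a list of 15 hypoxic genes fixed before the files were opened, 13 were higher in XUSE and 2 lower, with a median of 1.932 (camera adjusted p = 0.00115). Of the 15, 6 had an adjusted p under 0.05, of which 5 were higher and *HMG2* was lower (-0.747, adjusted p = 0.0462). The 5 higher genes, *ANB1*, *TIR3*, *COX5B*, *CYC7* and *AAC3*, are all ones that the paper names as changed in the same strains. The set was thus not chosen apart from the result, and its camera p-values cannot count as separate evidence. Subtracting the minimum of neighbouring features, chosen after seeing the data, lowered the median to 0.897 (camera adjusted p = 0.00876). Leaving out features with a raised minimum, chosen likewise, gave 0.957 (camera adjusted p = 0.00324). With the correlation between genes estimated from the data, the adjusted p of the set was 0.156. Of the alternatives, quantile normalization moved *AAC3* most, to 1.358 (adjusted p = 0.0507). The paper identifies these genes as induced mainly in anaerobic or hypoxic growth.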

Several genes, including *COX5B*, *CYC7*, *AAC3*, *ANB1,* and *TIR3*, which are predominantly induced during anaerobic/hypoxic growth [32, 33], were significantly upregulated in the evolved strain (Fig. 7b and Additional file 2: Table S2). 

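*ANB1*, a gene of 474 bp on chromosome X of R64 from 524908 to 525381, had a log2 value of 6.458 ± 0.05 in XUS and 8.39 ± 0.522 in XUSE (SD, n = 3 each), a log2 fold change of 1.932 (standard error 0.3, adjusted p = 0.0145 from limma with Benjamini-Hochberg adjustment). Every XUSE culture was above every XUS culture. The ratio of the mean unlogged values was 3.98. The length correction, chosen after seeing the data, lowered the log2 fold change to 1.543 (adjusted p = 0.0356), and 2 of the 6 fits that left out 1 culture passed the threshold.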

*ANB1* (YJR047C), which encodes the translation elongation factor eIF-5A [34], was expressed at a fourfold higher level in XUSE than in XUS. *COX5B* and *CYC7*, which are responsible for respiration under anaerobic/hypoxic conditions, were highly upregulated by tenfold (Fig. 7b and Additional file 2: Table S2), while most of the genes associated with the TCA cycle and aerobic respiration were repressed in XUSE (Fig. 6 and Additional file 2: Table S2). 

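*COX5B* went from 8.406 ± 0.041 in XUS to 11.737 ± 0.315 in XUSE and *CYC7* from 8.556 ± 0.157 to 11.772 ± 0.708 (log2 values, SD, n = 3 each), which are ratios of mean unlogged values of 10.2 and 9.96. In the TCA cycle, 14 of 17 genes were lower in XUSE, with a median log2 fold change of -0.925 (camera adjusted p = 0.000454), and 7 of the 17 had an adjusted p under 0.05 from limma. Several of the 17, among them *CIT3*, *ACO1*, *KGD1* and *FUM1*, are listed by the paper as changed in the same strains. The camera p-values of this set therefore cannot count as separate evidence. The largest decrease was that of the citrate synthase gene *CIT3* (YPR001W; R64 chromosome XVI, 556377 to 557837), from 13.613 ± 0.066 to 8.765 ± 0.769 (SD, n = 3), a log2 fold change of -4.848 (standard error 0.401, adjusted p = 0.00375). The aconitase gene *ACO1* (YLR304C; R64 chromosome XII, 735212 to 737548) changed by -1.976 (adjusted p = 0.00809), *KGD1* by -1.553 (adjusted p = 0.0145) and *FUM1* by -1.446 (adjusted p = 0.0462). *SDH1*, *SDH2* and *MDH1* were lower by amounts that did not pass the threshold, with -1.865 (adjusted p = 0.0648), -0.982 (adjusted p = 0.0848) and -0.618 (adjusted p = 0.127), and the 3 genes that were higher were *IDH2*, *LSC1* and *SDH4*. The block fit changed these calls for single genes: *SDH1* passed (adjusted p = 0.0449), and *KGD1* and *FUM1* did not (adjusted p = 0.0502 and 0.0667). In the aerobic respiratory chain, 15 of 33 genes were lower and 18 higher, the median was 0.075 (camera adjusted p = 0.872), and the 3 genes with an adjusted p under 0.05, *NDE1* (-2.265), *NDI1* (-1.443) and *QCR2* (-1.372), were all lower. Correcting for feature length, an alternative chosen after seeing the data, moved the median of the respiratory chain most, to -0.416 (camera adjusted p = 0.000961), and that of the TCA cycle to -0.959. With the replicate number as a block the adjusted p of the TCA cycle set was 0.00125 and that of the respiratory chain 0.83. The paper contrasts the rise of the hypoxic genes with the repression of the TCA cycle and aerobic respiration, and reasons that XUSE evolved toward anaerobic growth.

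**Figure D3:**
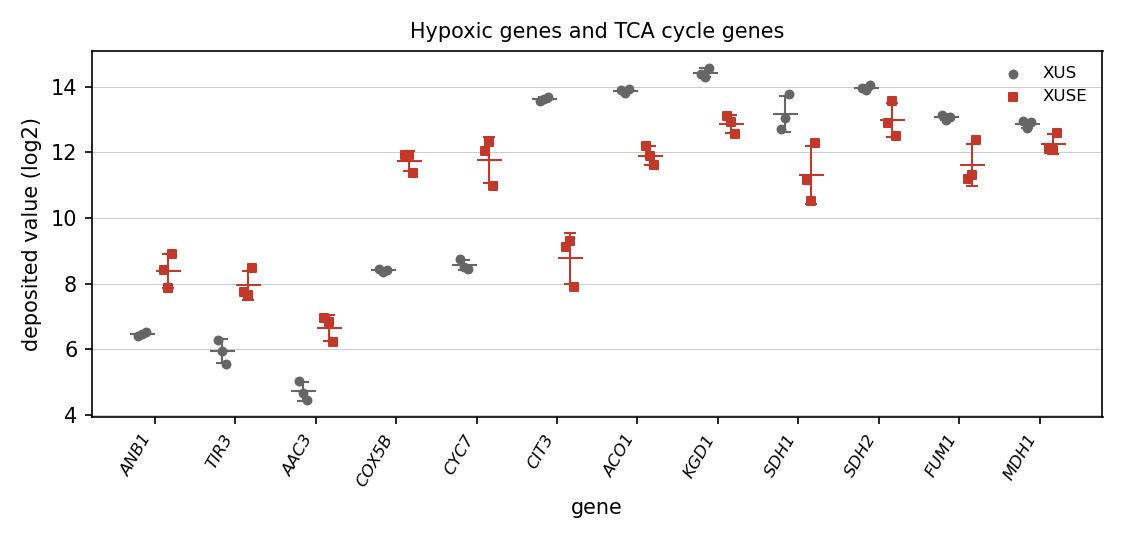
Deposited log2 values (vertical axis) of 5 hypoxic genes (ANB1, TIR3, AAC3, COX5B, CYC7) and 7 TCA cycle genes (CIT3, ACO1, KGD1, SDH1, SDH2, FUM1, MDH1) in 3 XUS cultures (grey circles) and 3 XUSE cultures (red squares), replicates 1 to 3 from left to right, with the mean (horizontal mark) and SD (error bar) of each strain. The hypoxic genes are higher and the TCA cycle genes lower in XUSE, with the largest fall in CIT3, from 13.613 to 8.765.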

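*ROX1* (YPR065W), on chromosome XVI of R64 from 679693 to 680799, had a log2 value of 13.37 ± 0.117 in XUS and 10.882 ± 1.41 in XUSE (SD, n = 3 each), a log2 fold change of -2.487 (standard error 0.686, adjusted p = 0.0631 from limma with Benjamini-Hochberg adjustment). The 3 XUSE cultures differed widely, at 10.34, 9.82 and 12.48. *HAP2* (YGL237C; R64 chromosome VII, 52731 to 53528) changed by -1.126 (standard error 0.31, adjusted p = 0.0631) and *HAP4* (YKL109W; R64 chromosome XI, 232227 to 233891) by -0.576 (standard error 0.24, adjusted p = 0.151). All 3 genes were lower in each XUSE culture than in any XUS culture, but none passed the adjusted threshold. Without XUSE replicate 3 the log2 fold change was -3.287 for *ROX1* (adjusted p = 0.00329) and -1.451 for *HAP2* (adjusted p = 0.00373). Of the 6 fits that left out 1 culture, *ROX1* and *HAP2* each passed in only 1. For *HAP4* the ratio of mean unlogged values was 0.681, for *HAP2* 0.484 and for *ROX1* 0.249. The paper presents the 3 genes as repressors of anaerobic respiratory genes, so that their decrease and the rise of the hypoxic genes point the same way in its reasoning. Its Table S2, however, describes *HAP4* as an activator of respiratory genes, so the paper's own labels for *HAP4* differ.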

Moreover, several transcriptional repressors (*ROX1*, *HAP2,* and *HAP4*) of anaerobic respiratory genes were also decreased by 1.5–4-fold in XUSE (Fig. 7b) [35]. These results suggest that the XUSE strain seemed to have taken an evolutionary path toward enhanced anaerobic growth, thus improving anaerobic fermentation performance with an ethanol yield of 0.43 g/g.

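*ADH2* (YMR303C), on chromosome XIII of R64 from 873291 to 874337, had a log2 value of 16.971 ± 0.062 in XUS and 10.277 ± 0.183 in XUSE (SD, n = 3 each), a log2 fold change of -6.694 (standard error 0.212, adjusted p = 0.000184 from limma with Benjamini-Hochberg adjustment). *ADH4* (YGL256W), on chromosome VII of R64 from 15159 to 16307, rose from 9.116 ± 0.119 to 11.149 ± 0.16 (SD, n = 3), a change of 2.033 (standard error 0.187, adjusted p = 0.00453). Both passed the threshold in all 6 fits that left out 1 culture. *PDC5* (YLR134W), on chromosome XII of R64 from 410723 to 412414, went from 11.068 ± 0.606 to 12.421 ± 0.484 (SD, n = 3), a change of 1.353 (standard error 0.404, adjusted p = 0.0727), with each XUSE culture above each XUS culture. The value of *PDC5* was close to that of its quietest neighbours on the same strand, which reached up to 98.2% of it, and subtracting this shared minimum, an alternative chosen after seeing the data, gave 0.903 (adjusted p = 0.39). For *ADH2* and *ADH4* the largest move came with the 10 highest features left out, also chosen after seeing the data, to -6.982 and 1.746. In the fit with a replicate block the adjusted p was 0.00926 for *ADH2*, 0.036 for *ADH4* and 0.0922 for *PDC5*. The paper reads these changes together as favouring ethanol formation over its oxidation.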

In the ethanol fermentation pathway, enzyme transcripts for ethanol oxidation (encoded by *ADH2*) decreased significantly in the XUSE strain, while those of *ADH4* and *PDC5,* encoding alcohol dehydrogenase and pyruvate decarboxylase, respectively, increased by 2.5–4-fold (Fig. 6). 

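*ALD4* (YOR374W), on chromosome XV of R64 from 1039840 to 1041399, fell from 15.347 ± 0.178 to 11.747 ± 1.042 (log2 value, SD, n = 3 each), a log2 fold change of -3.601 (standard error 0.529, adjusted p = 0.0127 from limma with Benjamini-Hochberg adjustment). *ALD6* (YPL061W), on chromosome XVI of R64 from 432588 to 434090, fell from 14.951 ± 0.052 to 11.594 ± 1.071 (SD, n = 3), a change of -3.357 (standard error 0.536, adjusted p = 0.0154). The decreases were several times the SD, which in XUSE was above 1 for both genes. As ratios of mean unlogged values they were 0.0974 and 0.119. Leaving out XUSE replicate 3 moved them most, to -4.145 and -3.976, and the threshold was passed in 4 of the 6 such fits for *ALD4* and in 2 for *ALD6*. The paper connects the lower expression with less acetate formation and more flux toward ethanol.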

Among the aldehyde dehydrogenase genes involved in acetate formation, the expression levels of *ALD4* and *ALD6* were greatly decreased by 8–10-fold. The transcriptional changes in ethanol fermentation and acetate formation pathways could also contribute to the increased metabolic flux toward ethanol production in the XUSE strain.

Among the top 20 transcription factors affecting the highest numbers of genes involved in xylose regulation [23], the stress-responsive transcription factors *MSN2* and *MSN4* showed significantly changed expression levels. 

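*MSN2* (YMR037C), on chromosome XIII of R64 from 344403 to 346517, had a log2 value of 10.691 ± 0.056 in XUS and 9.163 ± 0.524 in XUSE (SD, n = 3 each), a log2 fold change of -1.528 (standard error 0.294, adjusted p = 0.0245 from limma with Benjamini-Hochberg adjustment). *MSN4* (YKL062W), on chromosome XI of R64 from 323228 to 325120, rose from 10.437 ± 0.086 to 11.688 ± 0.329 (SD, n = 3), a change of 1.251 (standard error 0.235, adjusted p = 0.0232). In both genes the 3 XUSE cultures lay on one side of the 3 XUS cultures, and the difference exceeded the SD of either strain. As ratios of mean unlogged values the changes were 0.363 and 2.42. Correction for feature length, chosen after seeing the data, moved *MSN2* to -1.16 (adjusted p = 0.0558) and *MSN4* to 1.541 (adjusted p = 0.0211). With a block for the replicate number the adjusted p was 0.0502 for *MSN2* and 0.0609 for *MSN4*. The paper picks these genes out because they rank among the transcription factors that affect the most genes of xylose regulation.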

Specifically, *MSN*2 was observed to be downregulated by 2.8-fold, while its homolog *MSN4* was upregulated in the evolved strain (2.4-fold, *p* < 0.05) [36] (Additional file 3: Table S3). This result is consistent with the report by Matsushika et al. [36], in which the expression of *MSN4* was induced, while *MSN2* transcription was comparable during xylose fermentation and glucose fermentation. 

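Of the target genes named, *GSY2* (YLR258W; R64 chromosome XII, 660716 to 662833) rose from 12.204 ± 0.221 to 13.651 ± 0.256 (log2 value, SD, n = 3 each), a log2 fold change of 1.447 (standard error 0.246, adjusted p = 0.0179 from limma with Benjamini-Hochberg adjustment). *ALD2* (YMR170C; R64 chromosome XIII, 601562 to 603082) changed by 0.808 (standard error 0.222, adjusted p = 0.0625) and its neighbour and close copy *ALD3* (YMR169C; R64 chromosome XIII, 599352 to 600872) by 0.738 (standard error 0.188, adjusted p = 0.0519), and reads could have been split between these copies. *CTT1* (YGR088W; R64 chromosome VII, 654634 to 656322) changed by 1.046 (standard error 0.407, adjusted p = 0.13) and *DDR2* (YOL052C-A; R64 chromosome XV, 231570 to 231755) by 0.924 (standard error 0.418, adjusted p = 0.174). In *GSY2*, *ALD2*, *ALD3* and *CTT1* every XUSE culture was above every XUS culture, and in *DDR2* the strains overlapped. Only *GSY2* passed the adjusted threshold, and not with the replicate number as a block (adjusted p = 0.0561). The set of 11 Msn2/4 targets in Table S3 had 9 genes higher and 2 lower, with a median of 0.808 (camera adjusted p = 0.00428). The paper lists the genes of that table with p < 0.05 for the same strains. The set was thus not chosen apart from the result, and its camera p-value cannot count as separate evidence. In it, *DDR48*, *HSP26* and *HSP31* rose by 2.29, 1.662 and 1.433 (adjusted p = 0.00719, 0.00892 and 0.0112). Subtracting the minimum of neighbouring features, chosen after seeing the data, moved *CTT1* to -0.521 (adjusted p = 0.345), and the length correction, chosen likewise, moved *DDR2* to 0.126 (adjusted p = 0.858). The paper links the higher expression of the targets to that of *MSN4*.

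**Figure D4:**
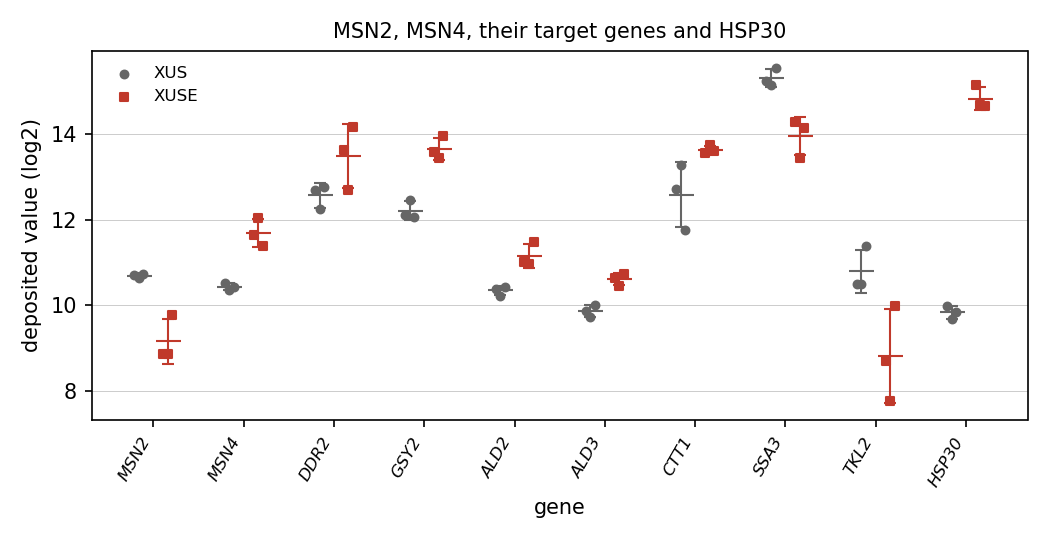
Deposited log2 values (vertical axis) of MSN2, MSN4, the target genes DDR2, GSY2, ALD2, ALD3, CTT1, SSA3 and TKL2, and HSP30 in 3 XUS cultures (grey circles) and 3 XUSE cultures (red squares), replicates 1 to 3 from left to right, with the mean (horizontal mark) and SD (error bar) of each strain. MSN2 falls from 10.691 to 9.163 while MSN4 rises from 10.437 to 11.688.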

In agreement with the increased transcription of *MSN4*, the transcription of known target genes of MSN2/4, such as *DDR2, GSY2*, *ALD2*, *ALD3,* and *CTT1*, was upregulated. 

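*SSA3* (YBL075C; R64 chromosome II, 84499 to 86448) fell from 15.297 ± 0.212 to 13.95 ± 0.45 (log2 value, SD, n = 3 each), a log2 fold change of -1.347 (standard error 0.302, adjusted p = 0.0371 from limma with Benjamini-Hochberg adjustment), and *TKL2* from 10.794 ± 0.507 to 8.822 ± 1.102 (SD, n = 3), a change of -1.972 (adjusted p = 0.0724). For both, each XUSE culture was below each XUS culture. *SSA3* passed the threshold in 1 of the 6 fits that left out 1 culture. A block for the replicate number turned both calls around, with an adjusted p of 0.0584 for *SSA3* and 0.0439 for *TKL2*. The length correction, chosen after seeing the data, moved *SSA3* to -1.039 (adjusted p = 0.0662) and *TKL2* to -1.632 (adjusted p = 0.112). From targets that fell together with *MSN2* while others rose, the paper proposes that MSN2 has the greater influence on these genes.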

Interestingly, however, some MSN2/4 target genes of *SSA3* and *TKL2* were repressed, suggesting a higher influence of MSN2 on the regulation of these genes. Although MSN2/4 is known to be functionally redundant, gene- and stress condition-specific regulatory contributions of MSN2/4 have been previously reported, supporting the downregulated gene expression of the MSN2/4-dependent genes of *SSA3* and *TKL2* (Additional file 3: Table S3) [37, 38]. Another stress response protein of HSP30, reported to be independent of *MSN*2*/4* [39], was greatly induced (by 32-fold) in XUSE (Additional file 2: Table S2). 

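*HSP30* (YCR021C) lies on chromosome III of R64 from 156109 to 157107. Its log2 value rose from 9.836 ± 0.144 in XUS to 14.823 ± 0.278 in XUSE (SD, n = 3 each), a log2 fold change of 4.987 (standard error 0.235, adjusted p = 0.000837 from limma with Benjamini-Hochberg adjustment), and the ratio of mean unlogged values was 32.0. With each culture left out in turn the log2 fold change stayed between 4.827 and 5.073 and passed the threshold in all 6 fits. The largest move, to 4.699, came with the 10 highest features left out, an alternative chosen after seeing the data. In the block fit the adjusted p was 0.0151. From HSP30's role as a negative regulator of the Pma1 pump, the paper proposes that its induction could have lowered this ATPase and may limit the energy it uses.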

Since HSP30 acts as a negative regulator of the H^+^-ATPase Pma1 pump, its induction could have led to the downregulation of the stress-stimulated H^+^-ATPase [40]. This result suggests that the adaptation of the XUSE strain to glucose limitation or other energy-demanding stresses may limit ATP usage by ATPase, thus decreasing the energy requirement for maintenance during xylose fermentation [40].

### Evolutionary paths toward the enhanced xylose fermentation of XI-based strains

To understand the evolutionary trajectories of isomerase-based xylose-fermenting strains, the transcriptional landscapes of evolved xylose-fermenting strains harboring redox-neutral xylose isomerase and cofactor-imbalanced oxidoreductase-based pathways (XI-based strains and XR/XDH-based strains, respectively) were compared (Additional file 4: Figure S1). The most pronounced difference between the XI- and XR/XDH-based strains was the transcription levels of the genes involved in the nonoxidative PP pathway. 

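In the XI-based strain studied here, XUSE against XUS, 4 of the 6 nonoxidative PP pathway genes were lower (*TKL2* by -1.972, *TKL1* by -1.458, *TAL1* by -1.097 and *RPE1* by -0.964 on the log2 scale) and 2 were higher (*RKI1* by 1.253 and *NQM1* by 0.147). The median of the set was -1.03, and the camera test gave an adjusted p of 0.229, which became 0.163 with the replicate number as a block. In the oxidative part, 4 of 7 genes were higher and 3 lower, with a median of 0.121 (camera adjusted p = 0.884). The median of the nonoxidative set ranged from -1.51 to -0.736 across the 6 fits that left out 1 culture. The paper places its own strains beside other XI-based strains and concludes that the pathway was downregulated or rearranged in them.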

As shown in Additional file 4: Figure S1, nonoxidative PP pathway enzymes were downregulated (or rearranged) to reduce their transcriptional burdens in XI-based strains [24, 41]. Since the limited metabolic flux through the PP pathway is a known bottleneck for efficient xylose fermentation, strain engineering for enhanced xylose metabolism often involves overexpression of the genes in the nonoxidative PP pathway [15, 24]. Although *XKS1* and *TAL1* were rationally overexpressed in the XUS strain, evolutionary engineering led to the downregulation of their transcription to maintain the balance of the PP and glycolytic pathways (Table 3). 

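*XKS1* (YGR194C), on chromosome VII of R64 from 886073 to 887875, had a log2 value of 14.938 ± 0.224 in XUS and 13.934 ± 0.54 in XUSE (SD, n = 3 each), a log2 fold change of -1.004 (standard error 0.335, adjusted p = 0.0932 from limma with Benjamini-Hochberg adjustment). For *TAL1* the values were 14.901 ± 0.05 and 13.804 ± 0.699 (SD, n = 3), a change of -1.097 (standard error 0.38, adjusted p = 0.102). All XUSE cultures were below all XUS cultures, and neither gene passed the adjusted threshold. Each gene has 1 value per culture in the files, which does not separate the native gene from the added copy. Leaving the 10 highest features out and making the remaining totals equal, which was chosen after seeing the data, moved *XKS1* most, to -1.292 (adjusted p = 0.0351), and *TAL1* reached -1.486 (adjusted p = 0.00771) without XUSE replicate 3. With the replicate number as a block the adjusted p was 0.0983 and 0.118. The paper concludes that evolution lowered the transcription of these overexpressed genes to balance the PP and glycolytic pathways.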

In agreement with the results of this study, Qi et al. [24] reported that the evolutionary process repressed the transcription of *TKL1* and *TKL2* to optimize xylose metabolism in the XI-based recombinant strain. However, XR/XDH-based strains have evolved to increase the expression levels of *XYL1*, *XYL2*, *XKS1,* and both oxidative and nonoxidative PP pathway genes (*TKL1, TAL1, SOL1, SOL3,* and *GND1*) [42, 43]. The cellular responses distinctively support a newly introduced xylose assimilation pathway. Whereas XR/XDH-based strains differentially express the genes involved in redox metabolism, because the first two steps of xylose utilization impose an anaerobic redox imbalance [42], XI-based strains show genomic and transcriptomic changes associated with metal homeostasis to support maximal XI activity (Additional file 4: Figure S1b). Specifically, while the XR/XDH strains tend to show higher expression levels of redox balance-related genes (e.g., *NDE1*, *ZWF1,* and *GND2*) on xylose than on glucose [44, 45], significant changes in those genes were not observed in XI-based strains. 

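In the XUSE and XUS cultures on xylose, *NDE1* (YMR145C; R64 chromosome XIII, 554793 to 556475), encoding an external NADH dehydrogenase of mitochondria, went from 13.043 ± 0.062 to 10.778 ± 0.032 (log2 value, SD, n = 3 each), a log2 fold change of -2.265 (standard error 0.184, adjusted p = 0.00375 from limma with Benjamini-Hochberg adjustment), and passed the threshold in all 6 fits that left out 1 culture. *ZWF1* (YNL241C; R64 chromosome XIV, 196426 to 197943) changed by 1.203 (standard error 0.737, adjusted p = 0.296) and *GND2* (YGR256W; R64 chromosome VII, 1004624 to 1006102) by 0.493 (standard error 0.487, adjusted p = 0.511), with overlapping strains in both. No culture on glucose is among the samples, so these values compare the evolved strain with its parent and not xylose with glucose. The largest move of *NDE1*, to -2.552, came with the 10 highest features left out, which was chosen after seeing the data, and *GND2* changed sign, to -0.035, without XUSE replicate 3. In the fit with a replicate block the adjusted p was 0.0352 for *NDE1*, 0.0641 for *ZWF1* and 0.375 for *GND2*. The paper contrasts XI-based strains with XR/XDH-based strains, in which it describes redox genes of this kind as more highly expressed on xylose.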

As distinguishing characteristics that are seemingly necessary for microaerobic growth of the XI pathway-based strains on xylose, the decreased transcription of a number of genes encoding the TCA cycle and respiratory enzymes was observed only in XI-based strains (Fig. 6) (this study and [24]). 

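Of the 17 TCA cycle genes, 14 were lower in XUSE than in XUS and 6 of these were lower by more than 2-fold with an adjusted p under 0.05 from limma. Of the 33 genes of the aerobic respiratory chain, 15 were lower, and 3 of these by more than 2-fold with an adjusted p under 0.05. In the fits that left out 1 culture, the median log2 fold change ranged from -0.979 to -0.791 for the TCA cycle and from -0.077 to 0.198 for the respiratory chain. With the correlation between genes estimated from the data in place of a preset 0.01, the camera adjusted p was 0.0639 for the TCA cycle and 0.995 for the respiratory chain. The paper counts lower transcription of TCA cycle and respiratory genes among the features that distinguish XI-based strains.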

The changes in the transcript levels of respiratory enzymes imply that the evolved strains exhibit anaerobic characteristics and require a lower level of maintenance energy during cell growth on xylose than the original strains [24, 45]. One suggestion is that reducing the maintenance energy requirement of the xylose-metabolizing strains is crucial for improving xylose-based ethanol production [23, 45].

## Conclusions

In this study, we successfully developed a high-performance xylose-fermenting strain of *S. cerevisiae,* XUSE, through CRISPR–Cas9-mediated rational engineering and evolutionary engineering. XUSE exhibited comparable xylose fermentation performance to that of SXA-R2P-E, one of the best xylose-fermenting *S. cerevisiae* strains, with good cofermentation of glucose and xylose. Genomic and transcriptomic analysis of XUSE uncovered a new engineering target, *ASC1,* and provided isomerase-based strain-specific engineering strategies to further improve xylose utilization in *S. cerevisiae*. With room for further engineering, XUSE could serve as a promising platform strain for lignocellulosic biorefinery.

## Methods

### Strains and culture conditions

All strains and plasmids used in this study are listed in Additional file 1: Table S1. *S. cerevisiae* strain BY4741 was used as a host strain and routinely cultivated at 30 °C in yeast synthetic complete (YSC) medium including 20 g/L glucose (or xylose), 6.7 g/L yeast nitrogen base (Difco, Detroit, MI, USA), and CSM–His–Ura (complete synthetic medium without His and Ura) or CSM (MP Biomedicals, Solon, Ohio, USA). *E. coli* strain D10β was used for cloning and plasmid harvest and cultured at 37 °C in Luria–Bertani (LB) broth supplemented with 100 µg/mL ampicillin. All cultivations were performed in orbital shakers at 200 rpm.

### Analytical methods

Cell growth was analyzed by measuring the optical density at 600 nm using a Cary 60 Bio UV–Vis Spectrophotometer (Agilent Technologies, USA). The concentration of glucose and xylose was quantified by a high-performance liquid chromatography system (HPLC 1260 Infinity, Agilent Technologies, CA, USA) equipped with a refractive index detector (RID) and using a Hi-Plex H column (Agilent Technologies, Palo Alto, CA, USA) under the following conditions: 5 mM H_2_SO_4_ as the mobile phase, a flow rate of 0.6 mL/min, and a column temperature of 65 °C. The ethanol concentration was determined by a gas chromatography (GC) system equipped with a flame ionization detector (FID) using an HP-INNOWax polyethylene glycol column (30 m × 0.25 µm × 0.25 µm) (Agilent Technologies, CA, USA).

### Construction of xylose-utilizing strain using CRISPR–Cas9

To construct the rationally engineered *S. cerevisiae* strain, CRISPR–Cas9-based gene integration was performed using the plasmids listed in Additional file 1: Table S1. The CRISPR–Cas9 system was slightly modified from that in a previous paper [46] as follows. (i) p413-Cas9 was constructed from the p414-TEF1p-Cas9-CYC1t plasmid (Addgene plasmid #43802). (ii) The gRNA expression plasmid (p426gGRE3 or p426gPHO13) targeting *GRE3* (GCCCGGTACGTATCTATGAT) or *PHO13* (TTCAATCATGGAGCCTGCAC) was modified by replacing the target sequence of the previous gRNA expression plasmid (Addgene #43803) [46] (Additional file 1: Table S1). The p413-Cas9 plasmid was first cotransformed with a p426PHO13 plasmid and donor DNA fragments containing an overexpression cassette of xylA3* [47] and *XKS1* (GPDp-xylA3*-PRM9t-TEFp-*XKS1*-CYC1t) into the BY4741 strain using a Frozen EZ Yeast Transformation II Kit (Zymo Research, Irvine, CA, USA). Then, an additional copy of each of xylA3* and *TAL1* (GPDp-xylA3*-PRM9t-TEFp-*TAL1*-CYC1t) was integrated into the *gre3* locus by cotransforming p413-Cas9 and p426gGRE3, resulting in the XUS strain. The final strain (XUS) was subjected to subculture on CSM supplemented with 20 g/L glucose for plasmid rescue after integration was verified by PCR-based diagnosis.

### Evolutionary engineering of xylose-utilizing strain

To improve the xylose utilization of the rationally engineered strain (XUS), evolutionary engineering was applied by subculturing in 50 mL falcon tubes containing CSM medium supplemented with 20 g/L xylose with an initial OD_600_ of 0.2. To achieve the most effective and fastest growth selection, cells were serially transferred into fresh medium at the exponential phase (OD_600_ from 2 to 2.5) using 0.5% inoculum in biological triplicates [15]. After nine rounds of subcultures, the 100 largest colonies were isolated. The cell growth of the isolated variants was first evaluated using TECAN Infinite Pro 200 (Tecan Group Ltd., Männedorf, Switzerland), and they were then screened in 3 mL of CSM medium with 20 g/L xylose in a 14 mL culture tube. Finally, the fastest growing strain, XUSE, was selected in fermentation experiments using serum bottles under microaerobic conditions.

### Phenotypic characterization of the XUSE strain

The XUSE strain was phenotypically characterized by its xylose fermentation and cofermentation performance. For fermentation, seed culture was prepared in YSC medium containing 20 g/L glucose by inoculation with a glycerol stock. Cells were then transferred to fresh YSC medium containing xylose or xylose/glucose as carbon sources and incubated aerobically at 30 °C for 1.5 days for preculture. The precultured cells were then transferred into YSC medium (pH 5.0) containing 100 mM phthalate buffer (pH 5.0). The microaerobic fermentations were conducted in 250 mL serum bottles with an initial OD_600_ of 0.2, 2, or 10 at 30 °C with orbital shaking at 200 rpm. The serum bottles containing 40 mL of media were capped with rubber stoppers, which were pierced with a needle.

### Genotypic characterization of the XUSE strain

The genomic DNA of the XUS and XUSE strains was extracted using the Wizard Genomic DNA Purification Kit (Promega, WI, USA). Whole-genome sequencing was performed using an Illumina HiSeq 2500 platform by the service from Macrogen, Inc., South Korea. The whole-genome sequences of XUS and XUSE strains were compared to discover genetic changes in XUSE, and several genes of interest were selected and verified by Sanger sequencing. In the evolved strain, we identified the genes *PMR1* and *ASC1* those might be responsible for improved xylose utilization. For the functional analysis of the identified mutations in *PMR1* and *ASC1*, the P11 (P1 *∆pmr1*) and P12 (P1 *∆asc1*) strains derived from the P1 strain (BY4741 *∆gre3 ∆pho13*) by the CRISPR–Cas9 editing system were used to construct the P111, P112, P113, P121, P122, and P123 strains, as listed in Additional file 1: Table S1.

### Transcriptomic characterization of the XUSE strain

RNA-sequencing analyses were performed using tools from the commercial RNA-Seq service Ebiogen, Inc. (Seoul, Republic of Korea). After 20 h microaerobic fermentations with xylose as the sole carbon source, yeast cells were harvested by centrifugation at 500×*g* and 4 °C for 5 min. Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer’s protocol provided by Ebiogen, Inc. (Seoul, Republic of Korea). Each of the total RNA samples was evaluated for RNA quality control based on the 28S/18S ratio and RIN measured on the 2100 Bioanalyzer system (Agilent Technologies, Waldbronn, Germany). The cDNA library was constructed using the Clontech SMARTer Stranded RNA-Seq kit (Clontech, Mountain View, CA, USA). High-throughput sequencing was performed on an Illumina HiSeq 2500 system (Illumina, Inc., San Diego, CA, USA). The raw sequence data of XUS and XUSE have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series Accession Number GSE116076.

## Additional files

**Additional file 1: Table S1.** Strains and plasmids used in this study.

**Additional file 2: Table S2.** Metabolism-related genes with significantly changed expression levels in XUSE relative to those in XUS.

**Additional file 3: Table S3.** Expression levels of known target genes dependent on Msn2/4p.

**Additional file 4: Figure S1.** Comparison of the trends in the transcriptional changes in XI-based (a) and XR/XDH-based (b) strains during adaptive evolution on xylose.

# Supplementary material for: Genomic and phenotypic characterization of a refactored xylose-utilizing Saccharomyces cerevisiae strain for lignocellulosic biofuel production
**Source:** Biotechnol Biofuels. 2018 Sep 29;11:268. doi: 10.1186/s13068-018-1269-7
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Strains and plasmids used in this study.

**Table S1.** Strains and plasmids used in this study.

| Strains | Characteristics | References |
| --- | --- | --- |
| *S. cerevisiae* BY4741 | *MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0* | [60] |
| XUS | BY4741 *gre3::GPDp-xylA*3-PRM9t-TEFp-XKS1-CYC1t*, *pho13::GPDp-xylA*3-PRM9t-TEFp-TAL1-CYC1t* | This study |
| XUSE | Evolved strain of XUS | This study |
| SXA-R2P-E | BY4741 *∆gre3*, *URA::GPDp-xylA*3-CYC1t-TEFp-XKS1-CYC1t*, *Leu::GPDp-xylA*3-RPM1t-TEFp-tal1-CYC1t*, *YDL236w::His*, evolved | [15] |
| P1 | BY4741 *∆gre3*, *∆pho13* | This study |
| P11 | P1 *∆pmr1* | This study |
| P12 | P1 *∆asc1* | This study |
| P111 | P11 p416xylA-XKS1, p413xylA-TAL1, pWT-PMR1 | This study |
| P112 | P11 p416xylA-XKS1, p413xylA-TAL1, pMT-PMR1 | This study |
| P113 | P11 p416XylA-XKS1, p413xylA-TAL1, p415 TEFp-CYC1t | This study |
| P121 | P12 p416xylA-XKS1, p413xylA-TAL1, pWT-ASC1 | This study |
| P122 | P12 p416xylA-XKS1, p413xylA-TAL1, pMT-ASC1 | This study |
| P123 | P12 p416xylA-XKS1, p413xylA-TAL1, p415 TEFp-CYC1t | This study |
| Plasmids | Characteristics | References |
| p413Cas9 | P413 TEFp- Cas9- CYC1t | This study |
| p426gGRE3 | p426 SNR52p-gRNA.GRE3.28.392-SUP4t targeting *GRE3* | This study |
| p426gPHO13 | p426 SNR52p-gRNA.PHO13.28.561-SUP4t targeting *PHO13* | This study |
| p416XylA-XKS1 | p416 GPDp-xylA*3-PRM9t-TEFp-XKS1-CYC1t | This study |
| p413XylA-TAL1 | p413 GPDp-xylA*3-PRM9t-TEFp-tal1-CYC1t | This study |
| pWT-PMR1 | p415 TEFp-wtPMR1-CYC1t | This study |
| pMT-PMR1 | p415 TEFp-mtPMR1-CYC1t | This study |
| pWT-ASC1 | p415 TEFp-wtASC1-CYC1t | This study |
| pMT-ASC1 | p415 TEFp-mtASC1-CYC1t | This study |

**Reference**

60. Brachmann CB, Davies A, Cost GJ, Caputo E, Li J, Hieter P, Boeke JD. Designer deletion strains derived from *Saccharomyces cerevisiae* S288C: A useful set of strains and plasmids for PCR-mediated gene disruption and other applications*.* Yeast. 1998;14:115-32.

# Supplementary material for: Genomic and phenotypic characterization of a refactored xylose-utilizing Saccharomyces cerevisiae strain for lignocellulosic biofuel production
**Source:** Biotechnol Biofuels. 2018 Sep 29;11:268. doi: 10.1186/s13068-018-1269-7
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Metabolism-related genes with significantly changed expression levels in XUSE relative to those in XUS.

**Table S2:** Metabolism-related genes with significantly changed expression levels in XUSE relative to those in XUS.

| Gene name | Fold change in expression^a^ | Function |
| --- | --- | --- |
| Glycolysis | | |
| *HXK1* | 1.5 | Hexokinase |
| *HXK2* | 0.49 | Hexokinase |
| *TDH1* | 4.6 | Glyceraldehyde-3-phosphate dehydrogenase |
| *TPI1* | 1.4 | Triose phosphate isomerase |
| *PFK1/PFK2* | 0.58/0.32 | Phosphofructokinase |
| *PYK1* | 0.49 | Pyruvate kinase |
| *PDA1* | 0.45 | Pyruvate dehydrogenase |
| Gluconeogenesis | | |
| *FBP1* | 0.18 | Fructose-1,6-bisphosphatase |
| *PCK1* | 0.42 | Phosphoenolpyruvate carboxykinase |
| *MDH2* | 0.26 | Malate dehydrogenase |
| *GDH2* | 0.22 | Glutamate dehydrogenase |
| *ICL1* | 0.04 | Isocitrate lyase |
| Electron transport chain | | |
| *COX5B* | 10.2 | Cytochrome c oxidase |
| *CYC7* | 10.0 | Cytochrome c isoform 2 |
| *SDH5* | 4.0 | Protein required for flavinylation of Sdh1p |
| *AAC3* | 3.9 | Mitochondrial ADP/ATP translocator |
| *RSF1* | 3.4 | Protein required for respiratory growth |
| *HAP4* | 0.68 | Transcriptional activator of respiratory gene expression |
| TCA cycle | | |
| *CIT3* | 0.04 | Mitochondrial citrate and methylcitrate synthase |
| *ICL1* | 0.04 | Isocitrate lyase |
| *MLS1* | 0.05 | Malate synthase |
| *IDP2* | 0.15 | Cytosolic NADP-specific isocitrate dehydrogenase |
| *ACO1/ACO2* | 0.26/0.22 | Mitochondrial aconitase |
| *KGD1* | 0.34 | Subunit of mitochondrial α-ketoglutarate dehydrogenase |
| *SDH1/SDH2* | 0.13/0.53 | Subunit of succinate dehydrogenase |
| *FUM1* | 0.39 | Fumarase |
| *MDH1* | 0.66 | Mitochondrial malate dehydrogenase |
| Phosphate utilization/regulation | | |
| *SPL2* | 10.4 | Protein with similarity to cyclin-dependent kinase inhibitors |
| *GIT1* | 5.2 | Plasma membrane permease |
| *PHO84* | 3.7 | High-affinity inorganic phosphate transporter |
| *PHO12* | 2.3 | One of three repressible acid phosphatases |
| *PHO11* | 2.2 | One of three repressible acid phosphatases |
| Other | | |
| *EGO4* | 35.1 | Unknown function |
| *HSP30* | 32 | Negative regulator of the H(+)-ATPase Pma1p |
| *FIG1* | 18.8 | Integral membrane protein required for efficient mating |
| *GCY1* | 5.2 | Glycerol dehydrogenase |
| *TIR3* | 4.1 | Cell wall mannoprotein |
| *GSY1* | 4.1 | Glycogen synthase |
| *ANB1* | 4.0 | Translation elongation factor eIF-5A |
| *DAN1* | 2.0 | Cell wall mannoprotein |
| *MIS1* | 0.56 | C1-tetrahydrofolate synthase |

^a^Fold change is the ratio of the transcription level in evolved cells (XUSE) to that in control cells (XUS) (*p* < 0.05).

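Table S2 lists, for genes of metabolism, the ratio of the expression in XUSE to that in XUS, so that a value under 1 is a decrease. For 40 of its genes the value was taken from this table for comparison, the rest being compared at their other mentions in the paper. All 40 changed in the same direction in the deposited values, and 29 had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. The largest increase of the table was that of *EGO4* (YNR034W-A; R64 chromosome XIV, 692561 to 692857), with a log2 fold change of 5.14 (standard error 0.241, adjusted p = 0.000837) and a ratio of mean unlogged values of 35.1. *HSP30*, *FIG1* and *SPL2* followed with 4.987 (adjusted p = 0.000837), 4.153 (adjusted p = 0.00775) and 3.382 (adjusted p = 0.00187). At the other end stood *MLS1* with -4.936 (adjusted p = 0.0132), *CIT3* with -4.848 (adjusted p = 0.00375) and *ICL1* with -4.713 (adjusted p = 0.000837). *PHO11* and *PHO12* are near-identical copies between which reads could have been split, and they changed by 1.086 and 1.194. Neither of them, nor *RSF1*, passed with the replicate number as a block (adjusted p = 0.0869, 0.0732 and 0.0537). Subtracting the minimum of neighbouring features, which was chosen after seeing the data, changed *RSF1* most among these genes, from 1.651 to -0.384 (adjusted p = 0.277).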

# Supplementary material for: Genomic and phenotypic characterization of a refactored xylose-utilizing Saccharomyces cerevisiae strain for lignocellulosic biofuel production
**Source:** Biotechnol Biofuels. 2018 Sep 29;11:268. doi: 10.1186/s13068-018-1269-7
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. Expression levels of known target genes dependent on Msn2/4p.

**Table S3:** Expression levels of known target genes dependent on Msn2/4p.

| Gene name | Fold change in expression^a^ | Function | Description |
| --- | --- | --- | --- |
| *MSN2* | 0.36 | Stress-responsive transcriptional activator | Transcriptional activator |
| *MSN4* | 2.42 |  |  |
| Msn2/4p-dependent proteins^b^ | | | |
| *DDR48* | 4.99 | Heat shock, DNA damage or osmotic stress-responsive protein | - |
| *HSP26* | 3.15 | Heat shock protein | Protein folding chaperone |
| *HSP31* | 2.7 | Methylglyoxalase/heat shock protein | Protein folding chaperone |
| *GSY2* | 2.73 | Glycogen synthase | Carbohydrate metabolism |
| *CTT1* | 1.89 | Cytosolic catalase T | Oxidative stress defense |
| *ALD2* | 1.77 | Aldehydedehydrogenase | Carbohydrate metabolism |
| *ALD3* | 1.67 | Aldehydedehydrogenase | Carbohydrate metabolism |
| *MSC1* | 1.51 | Protein of unknown function | - |
| *HXK1* | 1.49 | Hexokinase isoenzyme 1 | Carbohydrate metabolism |
| *SSA3* | 0.40 | ATPase involved in protein folding and the response to stress | Protein folding chaperone |
| *TKL2* | 0.30 | Transketolase | Carbohydrate metabolism |

^a^Fold change is the ratio of the transcription level in evolved cells (XUSE) to that in control cells (XUS) (*p* < 0.05).

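Table S3 gives the same ratio for *MSN2*, *MSN4* and genes that depend on them. For 11 of its genes the value was taken from this table for comparison, and *TKL2* and *MSN4* were compared at their other mentions in the paper. All 11 changed in the same direction in the deposited values, and 6 of them had an adjusted p under 0.05 from limma. *DDR48* had the largest increase, with 2.29 (standard error 0.253, adjusted p = 0.00719), and *TKL2* the largest decrease, with -1.972 (standard error 0.588, adjusted p = 0.0724), followed by *MSN2* with -1.528 (adjusted p = 0.0245). Quantile normalization lowered *HSP26* from 1.662 to 1.263 (adjusted p = 0.0269).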

^b^[36, 61, 62]

**References**

61. Boy-Marcotte E, Perrot M, Bussereau F, Boucherie H, Jacquet M. Msn2p and Msn4p control a large number of genes induced at the diauxic transition which are repressed by cyclic AMP in *Saccharomyces cerevisiae.* J Bacteriol. 1998;180(5):1044- 52.

62. Gauci VJ, Beckhouse AG, Lyons V, Beh EJ, Rogers PJ, Dawes IW, Higgins VJ. Zinc starvation induces a stress response in *Saccharomyces cerevisiae* that is mediated by the Msn2p and Msn4p transcriptional activators*.* FEMS Yeast Res. 2009;9:1187- 95.

How the deposited data were processed for this re-analysis (not part of the article)

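Transcript levels were compared between 3 cultures of XUS and 3 cultures of XUSE, all grown on xylose and harvested at 20 h. Strain and replicate were taken from the sample labels, the harvest time from the labels and the paper, and the xylose concentration from the paper. The authors deposited 1 table per culture with a log2 value for each of 7126 features, which is the unit used here. The libraries were made and sequenced by a commercial service, and neither the paper nor its supplement states the aligner, the genome build, the counting, the normalization or the pseudocount. The medians and totals of the deposited log2 values differ between cultures, so the cultures had not been forced to a common distribution or a common total. Read counts were not available, so count models such as edgeR and DESeq2 were not used.

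The main comparison followed the fallback set down before the files arrived for values that are not counts: limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on the values as deposited, read as log2(value + 1), with strain as the only term. Features with an unlogged value of at least 1 in at least 3 samples were kept, which left 7054. P-values were adjusted by the Benjamini-Hochberg method, and a feature was counted as changed with more than 2-fold change and an adjusted p-value under 0.05. Gene sets were listed before the files arrived and were tested with camera at a preset inter-gene correlation of 0.01. Several sets hold genes that the paper names as changed in these strains, and those sets were not chosen apart from the result. Tables were prepared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. Genes named in the text were chosen by a rule fixed in advance: every gene whose expression the paper names, all *HXT* genes and *GAL2*, a few genes of redox metabolism, *ASC1*, the deleted and marker genes of the strain, and in each direction the 10 features with the largest change that passed the threshold with all XUSE values on one side of all XUS values.

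Features were placed by name on the S288C reference R64, which gave coordinates for 6163 (86.5%). Names of small nucleolar RNAs were matched in upper case after a first pass had missed them. Of the features, 89 are Ty open reading frames, 299 tRNAs and 14 rRNA features. Length and GC content were known for 87% of the tested features.

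The read depth is not stated. It was estimated from the lowest unlogged values, up to 6, which lie in even steps in each culture: 1.12, 1.06 and 0.79 in XUS replicates 1 to 3, and 0.7, 0.72 and 0.44 in XUSE replicates 1 to 3. In every culture the evenness exceeded the highest of 200 random draws. That criterion replaced a fixed cut-off after a first look at the output, in which XUSE replicate 3 had come out just under the cut-off. Features near the step size rest on few reads, and differences between such low values cannot be resolved.

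The pipeline was tested on simulated data. Values were drawn from a normal distribution with the mean and the within-strain SD of each real feature and no strain difference, a log2 change of 2 up or down was added to 200 features in XUSE, and 48.5% of them were recovered with 10 false calls. An earlier and easier version of this test, with a larger change in features of low variance, recovered all of them and was replaced.

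Alternatives set before the files arrived were a pseudocount of 0.1, no filter on low values, quantile normalization, the replicate number as a block, a correction for GC content (loess, span 0.3), the block and the GC correction together, a test against a 1.2-fold change, other thresholds, camera with estimated correlation, the ratio of mean unlogged values, and leaving out each culture in turn. All ratios of mean unlogged values were taken on value + 1, without removing the 1, which pulls those of features with low values toward 1. Alternatives chosen after seeing the data were a shift to a common upper quartile (percentile 75), a median-ratio shift, equal totals, leaving out the 10 highest features, a minimum value of 10 in every sample, the subtraction of a local floor, leaving out features with a raised floor, a correction for feature length with and without the block, and an equal-variance test on the unlogged values. The last was picked after several thresholds had been set beside the paper's counts. The count-based alternatives set in advance (relative log expression, library size only, upper-quartile scaling of counts, DESeq2, a minimum of 10 counts, no filter on low counts, and composition by counts) could not be run because the files hold no counts.

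The local floor of a feature is the lowest unlogged value among itself and 8 same-strand features on each side, and it was called raised at 256 or more. Only raised floors were subtracted. Where the floor was raised in some cultures alone, the values of the others stayed whole, so the sign after subtraction is no corrected direction. The window was first defined without the feature itself, and was changed when *ANB1* received an implausible value. Other splits of the cultures were counted over the 10 ways to divide 6 cultures into 3 and 3. With 3 cultures against 3, an exact permutation test cannot give a p-value below 0.1.

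Left out were the fermentation data, the genome sequencing and the complementation experiments, which have no processed file here, and native and added copies of *XKS1* and *TAL1* were not separated because the files hold 1 value per gene name.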

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

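The results here were flagged because they concern features whose expression the paper does not report, or gene sets of which it names only some members. Every prediction used in this part, other than those on the division of the cultures for the counts of genes, was made only after the related result had been seen, so each reading is a hypothesis.

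Among the 10 largest increases in XUSE, the paper names only *EGO4*. The others were tF(GAA)B with a log2 fold change of 9.608, tI(AAU)B with 8.3, tG(GCC)B with 7.636, YBL044W with 6.739, snR56 with 5.693, YMR013W-A with 5.504, tE(UUC)M with 5.371, snR73 with 5.27 and snR78 with 5.144. All lay higher in 3 of 3 XUSE cultures than in any XUS culture. A technical candidate is a raised local floor, a minimum value shared by neighbouring features of the same strand. In every XUSE culture, 5 of the 10 features (YBL044W, snR56, YMR013W-A, snR73 and snR78) lay within 1.5 times the lowest same-strand neighbour, and the cut-off had been set at more than 5, so the prediction for raised local floors was not met for the 10 as a group. With the floor subtracted, an alternative chosen after seeing the data, YBL044W fell to 0.34 and the other 4 reversed. tI(AAU)B, tG(GCC)B and tE(UUC)M lay at or under the lowest neighbour in XUSE replicates 1 and 3 and above it in replicate 2, so a raised floor may account for part of the list. Neighbours were taken from the strand that lay closer, which for tF(GAA)B and *EGO4* was the minus strand. Both stood well above these neighbours in all 3 XUSE cultures. *EGO4*, however, lies on the plus strand, and the strand of tF(GAA)B was not known. The log2 values of tF(GAA)B in XUSE replicates 1 to 3 (11.61, 7.77 and 9.57) moved with those of snR56 at the floor (10.63, 6.9 and 8.62). A raised floor is thus not excluded for tF(GAA)B. The size of these increases cannot be told apart from the floors for the 5 features at the floor, and no biological explanation was tested.

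The floors extend over long same-strand stretches, of which 81 were found with runs of at least 20 features, 36 in XUS cultures and 45 in XUSE cultures. If reads had been joined across copies of Ty elements, stretch ends should lie near Ty open reading frames. Of 162 ends, 101 (62.3%) lay within 30 features of one, against 16% at random places (permutation p = 0.0005, the smallest that 2000 draws can give), which met the prediction. The ends pool all cultures, in which many of the same stretches recur. They are therefore not independent, and this p-value may be too small. If whole stretches had been transcribed, the rise should differ between quiet features of different length. On the minus strand of chromosome XII in XUS replicate 2, 7 quiet features of 88 to 363 bp rose by a median of 602.5 with a spread of 0.5%, so that prediction was not met. On the plus strand, 8 of 10 quiet features of 174 to 1434 bp rose within 1% of the median of 1872.0, and the highest by 2.0 times the median. A rise that is the same for short and long features is what overlap with a few very long joined alignments could give, and the values are consistent with that (62.3% of ends near a Ty open reading frame), but the alignments were not analysed here. The steps that made the files are unknown, so another step of the authors' processing is not excluded.

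*MET17* is deleted in the parent strain, yet its log2 value was 10.871 in XUS replicate 2, with 0.081 and 0.0 in the other XUS cultures, and 10.888, 8.88 and 10.256 in XUSE. If RNA from a strain that carries *MET17* had been present, *MET17* should have risen by more than the quiet features of the same stretch. Its rise was 1 times their median, so the prediction for RNA from a strain that carries MET17 was not met, and the value cannot be told apart from the floor of the stretch. XUS replicate 2 correlated at 0.93 and 0.955 with XUS replicates 1 and 3, and at 0.868 to 0.905 with the XUSE cultures. Its *ADH2* value was 16.92, against 17.04 and 16.96 in the other XUS cultures and 10.17 to 10.49 in XUSE. These values argue against an exchange of this sample with an XUSE culture. Other kinds of mislabelling were not tested.

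Among the largest decreases that the paper does not name were *ADY2* with -7.433, *ATO3* with -4.558, *CHA1* with -4.366 and *POX1* with -4.156, each lower in 3 of 3 XUSE cultures than in any XUS culture. The smallest of these decreases, the log2 fold change of POX1, was -3.754 with the length correction and -4.101 with the GC correction. The other settings could not have removed the decreases: no floor was raised at these genes, so floor subtraction left -4.156 unchanged, and equal totals (-4.43) and leaving out the 10 highest features (-4.443) move XUSE values down relative to XUS. The other 2 features of the list are not reported. The median log2 value of the cultures lay between 9.949 and 10.179. This narrow range argues against a single scaling or depth factor per culture as the source of decreases of this size. Other steps of the authors' normalization and shared reads were not tested for this group, and no biological explanation was tested.

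The pheromone response set (21 genes, among them *MFA1*, *MFA2*, *STE2* and *BAR1*) had a median log2 fold change of 1.432 (camera adjusted p = 1.22e-05), with 17 genes higher and 4 lower. The median stayed at 1.432 with the floor subtracted and was 1.294 with the length correction, 1.158 with equal totals and 1.145 with the 10 highest features left out. Of the 10 splits of the 6 cultures, 1 gave a median as large, the real one, which is the smallest share possible. *FIG1* of this set is in the paper's Table S2. The phosphate regulon (16 genes), of which that table lists *SPL2*, *GIT1*, *PHO84*, *PHO12* and *PHO11* as a group, had a median of 1.0 (camera adjusted p = 0.00451), with 12 genes higher and 4 lower, and 0.742, 1.15, 0.725 and 0.712 under the same alternatives, and again 1 of the 10 splits gave a median as large. With the correlation between genes estimated, the adjusted p was 0.0444 for the pheromone response and 0.156 for the phosphate regulon. With the GC correction the medians were 1.349 (adjusted p = 2.07e-06) for the pheromone response and 0.957 (adjusted p = 0.0042) for the phosphate regulon, and with values of at least 10 in every sample, chosen after seeing the data, 1.192 (adjusted p = 9.65e-05) and 1 (adjusted p = 0.00305). The phosphate genes of Table S2 were listed there as changed in the same strains, so the p-values of that set cannot count as separate evidence. Both sets may differ between the strains, but shared reads were not tested for them. With 10 splits the share cannot fall below 0.1, so this count alone cannot tell either set apart from a chance division of the cultures.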

How the results depend on the processing

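The tests, the gene sets and the alternatives other than those marked as chosen after seeing the data were set before the processed files arrived. The count-based alternatives among them (relative log expression, library size only, upper-quartile scaling, DESeq2, a minimum of 10 counts, no filter on low counts, and composition by counts) could not be run on log2 values.

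For the number of features past the threshold (324 higher and 523 lower), the fits that each left out 1 culture gave from 42 to 464 higher and from 74 to 1013 lower. The replicate block gave 266 lower, and the block with the GC correction 306. The pairing rests on the labels. Cultures with the same number correlated with a mean r of 0.047 against -0.024 for the others, which neither shows nor excludes a pairing. Unadjusted p-values gave 823 higher, and the fold change alone 1342 higher and 887 lower. Among the alternatives chosen after seeing the data, equal totals gave 190 and 813, the 10 highest features left out 193 and 880, the length correction 314 lower, and the block with the length correction 44 and 69. The deposited totals are on average larger in XUSE, so scaling to equal totals moves XUSE values down relative to XUS, which could account for the opposite moves of both counts (190 and 813). A correction for length removes part of a relation between fold change and length, described under the other observations. The pseudocount, the filters, quantile normalization and the median-ratio shift kept both counts within 1.5 times the main ones.

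The number of named genes with an adjusted p under 0.05 (66) ranged from 28 to 83 when 1 culture was left out and was 32 with block and length correction. Of the gene sets, 7 passed, from 7 to 8 when 1 culture was left out, and 2 with estimated correlation between genes. Under that setting the medians do not move, but the adjusted p rose to 0.0639 for the TCA cycle (-0.925), 0.156 for hypoxic genes (1.932), 0.126 for Msn2/4 targets in Table S3 (0.808), 0.402 for Msn2/4 stress genes (0.899) and 0.156 for the phosphate regulon (1). This setting changes how far the genes of a set count as separate evidence.

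Some set medians crossed the threshold. Gcn4 targets lay between -0.566 (adjusted p = 0.0357, without XUSE replicate 3) and -0.095 when 1 culture was left out. The iron regulon lay between 0.498 and 0.888 (adjusted p = 0.0357, without XUS replicate 3), and passed after floor subtraction (0.825), with raised floors left out (1.05), and with the length correction without or with the block (0.862), all chosen after seeing the data. Ribosomal proteins passed with quantile normalization (-0.357) and with the length correction without or with the block (-0.253). For chromosome XV the deviation of 0.466 fell to -0.037 with the floor subtracted, so the shift could come from raised floors on that chromosome.

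The sign reversed for sets near 0. The respiratory chain (0.075) gave -0.076 with quantile normalization, from -0.077 to 0.198 with 1 culture left out, -0.073 with the upper-quartile shift, -0.199 with equal totals, -0.212 with the 10 highest features left out, and -0.416 with the length correction without or with the block. The oxidative PP pathway (0.121) gave from -0.105 to 0.345 with 1 culture left out, -0.027, -0.153 and -0.167 with the upper-quartile shift, equal totals and 10 highest left out, and -0.02 with the length correction without or with the block. Hexose transporters (-0.093) gave from -0.331 to 0.136 with 1 culture left out, and 0.147 with the length correction without or with the block.

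Single genes reversed as follows. With the floor subtracted: *GAL2* -0.145, *RSF1* -0.384, *CTT1* -0.521, snR56 -0.724, YMR013W-A -3.558, snR73 -3.138 and snR78 -3.49. With quantile normalization: *DAN1* -0.085. With the GC correction, without or with the block: *GND1* 0.053. With equal totals and with the 10 highest features left out: *HXT9* -0.106 and -0.119, *HXT15* -0.081 and -0.095, *HXT16* -0.024 and -0.037, *SOL3* -0.153 and -0.167, and *HIS3* -0.256 and -0.269. With the upper-quartile shift: *SOL3* -0.027 and *HIS3* -0.13. With the length correction, without or with the block: *HXT3* 0.147, *SOL3* -0.046 and *HIS3* -0.221. With 1 culture left out: *HXT9* from -0.018 to 0.314, *HXT3* from -0.331 to 0.268, *HXT6* from -0.753 to 0.206, *HXT7* from -0.878 to 0.136, *HXT13* from -0.461 to 0.049, *HXT15* from -0.012 to 0.302, *GND1* from -0.375 to 0.16, *GND2* from -0.035 to 0.839, *SOL3* from -0.105 to 0.345, and *HIS3* from -0.453 to 0.479. Apart from the features at a raised floor and *RSF1*, none of these genes passed the adjusted threshold in the main fit.

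Of the rows for single genes, with 1 culture left out 522 stayed, 23 became stronger, 139 weaker and 12 reversed, and under the other settings 1736 stayed, 68 became stronger, 104 weaker and 28 reversed. Features near the step size of 0.44 to 1.12 rest on few reads, which limits what can be said about the lowest transcripts.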

Differences from the paper's values

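The fold change of *HXT3*, XUSE over XUS, is about 0.12 in Fig. 7a of the paper, read by eye, and was 0.938 here. None of the alternatives set before the files arrived closed the gap: their values ran from 0.729 with quantile normalization to 1.2 without XUSE replicate 3, and the ratio of mean unlogged values was 0.992. Those chosen after seeing the values did not close it either, with 0.715 as the lowest when the floor was subtracted.

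For genes up in XUSE the paper's count is 463 and the count here 324, and for genes down in XUSE the paper's count is 675 and the count here 523, which is within 1.5 times. Leaving out XUSE replicate 3, an alternative set in advance, gave 464 higher but 1013 lower. An equal-variance test on the unlogged values with unadjusted p-values, chosen after seeing the values and after trying several thresholds beside the paper's counts, gave 469 higher and 676 lower.

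Of 81 values in the paper's tables, figures and text that were compared, 3 lay more than 1.5 times apart from the values here: *HXT3*, *SDH1* and *MLS1*. A value was counted as different only when it also differed by more than the replicate SD, which left *HXT3*. With the ratio of the strains' mean unlogged values, taken on value + 1, in place of the limma fold change, 79 lay within 10% of the paper's, against 70 in the main fit. For *SDH1* the paper gives 0.13 in Table S2 and about 0.30 in Fig. 6, read by eye, and the values here were 0.275 from the log2 scale (replicate SD 0.204) and 0.297 as the ratio of means. For *MLS1* the paper gives 0.05 in Table S2, and the value here was 0.0327 (replicate SD 0.0359).

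The paper states that redox genes such as *NDE1* did not change significantly in strains with the isomerase pathway. *NDE1* had a log2 fold change of -2.265 (adjusted p = 0.00375), lower in 3 of 3 XUSE cultures, although the statement concerns xylose against glucose and no glucose culture was available. The paper presents the genes of its tables as significant (p < 0.05, with no adjustment stated). All 80 genes compared across its tables, figures and text changed in its direction. Of these, 31 had an adjusted p of 0.05 or more here, up to 0.875 for *HXT3* of Fig. 7a. Among them were 4 of the 6 genes compared through Table 3 and 11 of the 40 through Table S2. Another 5 were among the 11 compared through Table S3. Each gene other than *SDH1* was compared at 1 place.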

Other observations

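For the hypotheses on Gcn4, iron, ribosomal proteins and chromosomes, and for the splits of the cultures behind the counts of genes, the predictions were made before the files were read. All the others here were made only after the related result had been seen.

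The paper names a mutation in *ASC1*, a negative regulator of Gcn4. *ASC1* itself changed by 0.504 (adjusted p = 0.428). If Gcn4 activity had been released, its targets should have risen. The median of 41 Gcn4 targets was -0.321 (camera adjusted p = 0.311), with 14 higher and 27 lower, so the prediction was not met. Of the 10 splits of the 6 cultures, 4 gave a median as large. Higher cellular iron in XUSE should have lowered the iron regulon. Its 19 genes had a median of 0.69 (camera adjusted p = 0.141), with 12 higher and 7 lower, so the prediction was not met, and 1 of the 10 splits gave a median as large. Under several alternatives chosen after seeing the data the regulon passed the threshold upwards, the direction opposite to the prediction. These transcripts say nothing direct about iron in the cell.

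A different growth rate or phase at harvest should have shifted the 132 ribosomal protein genes. Their median was -0.082 (camera adjusted p = 0.543), with 48 higher and 84 lower, and 6 of the 10 splits gave a median as large, so the prediction was not met in the main fit. With quantile normalization the median was -0.357 (adjusted p = 0.0169), and with the length correction -0.253 (adjusted p = 0.00062), so a difference in growth cannot be excluded.

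A gained or lost chromosome should have moved 1 chromosome's median by at least 0.4 in every XUSE culture. The largest deviation that every culture reached was 0.305, on chromosome XII (0.421, 0.305 and 0.442 in XUSE replicates 1 to 3). Chromosome XV deviated by 0.466 overall but by 1.104, 0.215 and 0.444 in single cultures, and chromosome I by -0.368.

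The log2 fold change fell with feature length across 6134 features (Spearman's rho = -0.375), and features are not independent replicates. By length class the median log2 fold change was 0.45 for features of 51 to 597 bp, then 0.16, 0.02 and -0.21, and -0.58 for those of 2085 to 14733 bp. The median length was 798 bp for features higher in XUSE and 2001 bp for those lower, against 1185 bp for all. For GC content rho was -0.113. Raised local floors would predict no relation among features without a raised floor, where rho was -0.43. GC content would predict none after the GC correction, where rho was -0.38, and library depth none among features with a mean log2 value of at least 8, where rho was also -0.38. If libraries or RNA differ between samples, a similar relation should appear within a strain. XUS replicates 1 to 3 gave rho of -0.17, -0.13 and 0.21 against the other XUS cultures, the strongest being 0.21, and XUSE replicates 1 to 3 gave -0.3, -0.35 and -0.34 against the XUS mean. The relation is thus consistent with differences between libraries or RNA (0.21 within XUS, a change of the opposite sign), and cannot be told apart from a strain effect, since every XUSE culture has it.

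The same relation appears among the 33 genes of the respiratory chain, where rho of fold change and length was -0.44. Longer subunits were lower and shorter ones higher, so feature length may explain why the set median is near 0, and with the length correction it was -0.416. Whether the respiratory chain is lower in XUSE therefore depends on whether the length relation is technical, which the data do not decide. Of the 10 splits of the 6 cultures, 6 gave a median as large.

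For the number of features higher in XUSE (324), leaving out raised floors gave 311, a minimum of 10 in every sample 306, the GC correction 375 and the length correction 282. In this fit, raised local floors, library depth, GC content and feature length thus did not change the number by the amount set as cut-off. With the replicate number as a block, the length correction lowered it from 274 to 44, so a part of feature length is not excluded. Equal totals gave 190 and leaving out the 10 highest features 193, which met the predictions for the authors' normalization and for a few features taking most of the total. For features lower in XUSE (523), raised floors left out, the minimum of 10, the GC correction and the length correction gave 554, 542, 552 and 314. Equal totals and leaving out the 10 highest features gave 813 and 880. The length and the scaling between cultures may each have moved this count. Of the 10 splits of the 6 cultures, 1 gave as many features higher or lower, the real one, and the other 9 gave none.

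For the gene sets, 3 of the 10 splits gave as many sets past the threshold (7), and for the named genes 1 of the 10 did. The number of splits with a median as large was 1 for the TCA cycle, 1 for the glyoxylate cycle and gluconeogenesis, 1 for the nonoxidative PP pathway, 10 for the oxidative PP pathway, 7 for hexose transporters, 1 for hypoxic genes, 1 for Msn2/4 targets in Table S3 and 1 for Msn2/4 stress genes. With 10 splits the share is never under 0.1, so none of these results can be told apart from a chance division of the cultures by this count alone.

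Of the deleted or marker genes, *GRE3* changed by 0.78 (adjusted p = 0.0624), *PHO13* by 0.967 (adjusted p = 0.155), *LEU2* by -1.416 (adjusted p = 0.316), *URA3* by -1.445 (adjusted p = 0.4) and *HIS3* by 0.018 (adjusted p = 0.985). Although the paper gives *GRE3* and *PHO13* as deleted, their log2 values across the cultures were 7.13 to 8.3 and 5.8 to 7.54. No raised floor was called at either gene, but this cannot exclude a shared floor as the source. A floor includes the gene's own value and was called raised only from a log2 value of 8. *PHO13* was under 8 in every culture, and *GRE3* was above 8 only in the XUSE cultures with 8.05 and 8.3. The source of the *GRE3* and *PHO13* signal was not tested.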
